# Pre‐rRNA Facilitates TopBP1‐Mediated DNA Double‐Strand Break Response

**DOI:** 10.1002/advs.202206931

**Published:** 2023-08-15

**Authors:** Di Xin, Xiaochen Gai, Yidi Ma, Zexing Li, Qilin Li, Xiaochun Yu

**Keywords:** ATR activation, DNA damage response, pre‐ribosomal RNA, TopBP1

## Abstract

In response to genotoxic stress‐induced DNA damage, TopBP1 mediates ATR activation for signaling transduction and DNA damage repair. However, the detailed molecular mechanism remains elusive. Here, using unbiased protein affinity purification and RNA sequencing, it is found that TopBP1 is associated with pre‐ribosomal RNA (pre‐rRNA). Pre‐rRNA co‐localized with TopBP1 at DNA double‐strand breaks (DSBs). Similar to pre‐rRNA, ribosomal proteins also colocalize with TopBP1 at DSBs. The recruitment of TopBP1 to DSBs is suppressed when cells are transiently treated with RNA polymerase I inhibitor (Pol I‐i) to suppress pre‐rRNA biogenesis but not protein translation. Moreover, the BRCT4‐5 of TopBP1 recognizes pre‐rRNA and forms liquid–liquid phase separation (LLPS) with pre‐rRNA, which may be the molecular basis of DSB‐induced foci of TopBP1. Finally, Pol I‐i treatment impairs TopBP1‐associated cell cycle checkpoint activation and homologous recombination repair. Collectively, this study reveals that pre‐rRNA plays a key role in the TopBP1‐dependent DNA damage response.

## 1 Introduction

DNA double‐strand break (DSB) is the most deleterious type of DNA lesions that easily induces genomic instability and tumorigenesis.^[^ ^1^, ^2^, ^3^ ^]^ Once DSBs occur, a group of PI3‐like kinases, including ATM, ATR, and DNA‐PK, are activated to arrest the cell cycle and facilitate DSB repair.^[^ ^4^ ^]^ Compared to the activation of ATM and DNA‐PK, activation of ATR requires several key signal transducers, and one of them is TopBP1.^[^ ^5^, ^6^ ^]^

TopBP1 is a 1522‐residue polypeptide with nine BRCT domains and an ATR activation domain (AAD).^[^ ^7^ ^]^ Although the AAD is a flexible coiled‐coil motif, it has been indicated that the ADD recognizes the ATR–ATRIP complex as well as the RAD9‐RAD1‐HUS1 (9‐1‐1) complex to facilitate ATR activation.^[^ ^6^, ^8^, ^9^ ^]^ However, the detailed molecular mechanism remains elusive. Nevertheless, DNA damage‐induced ATR activation is impaired when cells lack TopBP1.^[^ ^6^ ^]^ Once ATR is activated, ATR phosphorylates a number of substrates to induce cell cycle checkpoint activation and arrest cell cycle at S/G2 phase to facilitate DSB repair.^[^ ^10^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^ ^]^ The major downstream effector of the ATR signaling pathway is CHK1, a kinase that further phosphorylates CDC25A for the suppression of cyclin‐dependent kinases (CDKs).^[^ ^10^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^ ^]^ Hence, in response to DSBs, the ATR‐CHK1‐CDC25A axis is an important pathway to arrest the cell cycle at the S/G2 phase for DSB repair.^[^ ^10^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^ ^]^

In response to DSBs, TopBP1 is recruited to DNA lesions very quickly. It co‐localizes with other DNA damage response factors, such as γH2AX, and forms nuclear foci.^[^ ^17^, ^18^ ^]^ This interesting cellular phenomenon is dependent on the BRCT4‐5 of TopBP1.^[^ ^17^ ^]^ The BRCT domain is known as a phospho‐Ser binding motif.^[^ ^19^, ^20^, ^21^, ^22^ ^]^ And it has been shown that the BRCT4‐5 recognizes pSer motifs in BLM and 53BP1.^[^ ^18^, ^23^, ^24^, ^25^, ^26^, ^27^ ^]^ However, lacking BLM or 53BP1 does not affect the foci formation of TopBP1, nor the activation of ATR, indicating that the BRCT4‐5 recognizes other partners at DNA lesions for the foci formation of TopBP1.^[^ ^28^, ^29^, ^30^, ^31^, ^32^ ^]^

The DNA damage‐induced foci formation is a membraneless organelle in the nucleus for DSB repair.^[^ ^33^, ^34^ ^]^ Like other DSB repair factors, TopBP1 is conjugated at DSBs and forms protein condensates, which is a special type of liquid‐liquid phase separation (LLPS).^[^ ^17^, ^35^, ^36^, ^37^, ^38^ ^]^ However, the molecular mechanism by which the LLPS occurs is unclear. Accumulated analyses on other types of nuclear bodies, such as Cajal bodies and nuclear speckles, suggest that RNA species may serve as scaffolds to mediate LLPS and nuclear body formation.^[^ ^39^, ^40^, ^41^, ^42^, ^43^ ^]^ Thus, it is likely that RNA species may mediate DNA damage‐induced foci formation. In fact, several long non‐coding RNAs have been reported to be involved in DSB repair.^[^ ^38^, ^44^, ^45^, ^46^, ^47^, ^48^, ^49^ ^]^ However, none of them serve as scaffolds at DNA lesions to foci formation of DSB repair factors, such as TopBP1.

In addition to DSB repair in somatic cells, TopBP1 also participates in homologous recombination (HR) in germ cells, in which SPO11 induces DSBs for genomic DNA exchange between maternal and paternal chromosomes.^[^ ^50^, ^51^ ^]^ Interestingly, in male germ cells, the sex chromosomes have little homology and thus cannot pair together except pseudo homologous regions close to telomere.^[^ ^51^ ^]^ However, the X and Y chromosomes can still be cut by SPO11 and numerous DNA damage response (DDR) repair factors are loaded onto these two sex chromosomes during the meiotic prophase.^[^ ^51^ ^]^ Thus, DDR factors and these two chromosomes form a unique LLPS named the XY body in male germ cells during meiotic prophase.^[^ ^51^ ^]^ Inside this nuclear body, TopBP1 is at the unsynapsed region of the X and Y chromosomes and co‐localizes with the activated ATR as well as RAD51, a key enzyme for HR repair, indicating that similar to somatic cells, TopBP1 may also mediate ATR activation and HR repair in germ cells.^[^ ^51^, ^52^, ^53^, ^54^ ^]^ Moreover, our recent study demonstrates that pre‐rRNA also localizes at the unsynapsed region, suggesting a possible functional association between TopBP1 and RNA species.^[^ ^55^ ^]^

In this study, we show that the BRCT4‐5 of TopBP1 recognizes pre‐rRNA at DNA lesions, which activates ATR‐dependent signaling pathway and facilitates HR repair. Thus, these findings suggest that pre‐rRNA plays an important role in DSB repair.

## 2 Results

### 2.1 TopBP1 Associates with Pre‐rRNA in Response to DSBs

To examine if any RNA species mediates the DNA damage‐induced foci formation of TopBP1, we pretreated cells with RNase A to remove RNA species, and then stained the cells with anti‐TopBP1 antibody. Interestingly, we found that RNase A treatment erased the foci of TopBP1, suggesting that RNA may be involved in TopBP1 foci formation (Figure S1, Supporting Information).

To search for the potential RNA species that associates with TopBP1, we established 293T cells stably expressing SFB‐TopBP1 and performed photoactivatable ribonucleoside‐enhanced crosslinking and immunoprecipitation (PAR‐CLIP) (Figure S2A, Supporting Information). 

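PAR-CLIP feeds living cells a photoactivatable nucleoside, crosslinks the labelled RNA to the proteins that hold it with long-wave UV light, and recovers the RNA together with the protein. The cells are a human embryonic kidney line that carries the SV40 large T antigen, and SFB is a joint tag of S-protein, Flag and streptavidin-binding peptide. The libraries analysed were 2 from cells expressing the SFB tag alone (vector) and 3 from cells expressing SFB-TopBP1, each recovered on streptavidin beads and then with anti-Flag antibody. The nucleoside was 6-thioguanosine at 0.1 mM, and the cells were crosslinked at 365 nm with 0.4 J per square centimetre. The paper's methods give the nucleoside 6 h before 10 Gy of IR and the crosslinking 8 h after it, while the sample labels give 14 h of nucleoside and do not mention IR.
The authors trimmed the reads, aligned them with STAR to a reference of the human rDNA unit, and deposited read counts without normalization. One set of counts gives, for each library, the reads on the whole 45S gene, on each of its strands, at several places, outside the annotation, and not aligned. The other gives the counts over 83 bins along 45S, most of 200 bp, made with featureCounts version 2.0.1. In these bin counts a fragment is counted in every bin it overlaps and a multi-mapping read at every place, so they exceed the number of reads, most of all in 5.8S, where the bins are of 10 bp. The stretch of the 5′ETS between the bins that end at 200 and start at 401 is in no bin and was not used here. The vector libraries held 3579956 and 4359435 input reads and the TopBP1 libraries 19594575, 19527749 and 19452976. The bin counts summed to 6180875 and 6808099 in the vector libraries and to 31924448, 31798118 and 31794007 in the TopBP1 libraries.
From these counts, shares and CPM (counts scaled to the input reads of the library) were computed for each library. The choice of denominator matters, since the TopBP1 libraries were sequenced more deeply than the vector libraries. Single values were compared with two-sided exact permutation tests over all 10 splits of the 5 libraries, in which the smallest p that 2 libraries against 3 allow is 0.2, so no such test can reach 0.05. Bins were compared with edgeR's quasi-likelihood test. No 2 libraries of a condition held the same counts, and all replicate pairs differed by more than the sampling noise (chi-square per degree of freedom from 865 to 2976). The headers of the deposited counts give the vector and the TopBP1 libraries different dates for the counting run. Whether the libraries were also prepared or sequenced in different batches is not stated, and a batch that followed these dates could not be told apart from the condition. Intervals given for single libraries cover counting error only, since PCR copies were not removed by molecular identifiers. Those of bin counts take each count as independent, though a mapped read has from 2.44 to 2.55 bin counts, so they are too narrow.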

Unexpectedly, RNA sequencing results show ribosomal RNA (rRNA) as the major RNA species associated with TopBP1 (Figure **1**A,B). rRNA is transcribed by RNA polymerase I (Pol I) from rDNA loci. 

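Of the input reads of the TopBP1 libraries, 58.2% ± 0.362 (SD, n = 3) were uniquely aligned to 45S. The share was 58.6% in replicate 1, 58.2% in replicate 2 and 57.9% in replicate 3. In the vector libraries it was 64.9% in replicate 1 (95% Wilson interval 64.9% to 65.0%) and 56.9% in replicate 2 (56.8% to 56.9%), a mean of 60.9% ± 5.71 (SD, n = 2). The difference between the conditions, -2.71 percentage points, was smaller than the spread between the vector libraries (exact permutation test, two-sided p = 0.8). With reads aligned to several places of the reference added, the share was 64.5% ± 0.354 (SD, n = 3) for TopBP1 and 66.3% ± 6.34 (SD, n = 2) for vector. Reads not aligned to the 45S reference made up 35.5% ± 0.354 (SD, n = 3) of the TopBP1 libraries and 33.7% ± 6.33 (SD, n = 2) of the vector libraries. The alignment of these reads to coding and noncoding RNA, which the authors used for the total in Figure 1A, was not analysed here. The alternative that moved the comparison most was the 45S count without scaling, in which the log2 difference between TopBP1 and vector was 2.24 in place of -0.06.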

Upon transcription, 47S pre‐rRNA is quickly processed at 5′ETS region to generate 45S pre‐rRNA that contains 5′ETS region, 18S region, ITS1, 5.8S region, ITS2, 28S region, and 3′ETS. 

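On the authors' reference, 45S extends over 13314 bp, of which 18S takes positions 3657 to 5527 and 28S positions 7935 to 12969. In the human genome these regions occur in repeated copies. One of them, RNA45SN1, lies on chromosome 21 of GRCh38 from 8433222 to 8446572, with its 18S region, placed by the ends of 18S, from 8436876 to 8438744 and its 28S region starting at 8441146. In the TopBP1 libraries, 28S held 65.7% ± 0.463 (SD, n = 3) of all bin counts and 18S held 33.5% ± 0.338 (SD, n = 3). The bin with the highest mean count was at 8135 to 8334 in 28S, with 2369355 ± 24093 counts (SD, n = 3). The highest 18S bin, at 4458 to 4657, had 1775158 ± 8207 counts (SD, n = 3). In the vector libraries, 28S held 69.3% ± 6.04 (SD, n = 2) and 18S held 26.5% ± 3.00 (SD, n = 2) of the bin counts. The share of 28S overlapped between the conditions (exact permutation test, two-sided p = 0.8). The total includes 5.8S, where a fragment is counted in up to 15 bins. In vector replicate 2 this region made up 5.20% of the bin counts, which lowers the share of 28S there. The log2 ratio of 28S to 18S, which leaves 5.8S out, did not overlap (exact permutation test, two-sided p = 0.2). Scaled to input reads, 28S did overlap (exact permutation test, two-sided p = 0.8). The share of 18S was higher in each TopBP1 library than in both vector libraries (exact permutation test, two-sided p = 0.2, the smallest that the design allows). Counted per bp of region in place of per region, the shares in TopBP1 were 55.5% for 18S and 40.3% for 28S.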

With extensive processing, 5′ETS, ITS1, ITS2, and 3′ETS are removed, and the remaining 18S, 5.8S, and 28S become mature rRNA.^[^ ^56^, ^57^ ^]^ In the RNA sequencing results, we identified the sequencing reads mainly covering the 18S and 28S regions (Figure 1C and Figure S2B, Supporting Information). In addition, the sequencing reads covering the 5′ transcribed spacers (5′ETS), the internal transcribed spacers 1 (ITS1), 5.8S, the internal transcribed spacers 2 (ITS2), and 3′ external transcribed spacers (3′ETS) were also identified (Figure 1C and Figure S2B, Supporting Information). 

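The 5′ETS (positions 1 to 3656) held 0.534% ± 0.160 (SD, n = 3) of the bin counts of the TopBP1 libraries, with its highest bin at 3001 to 3200 (45162 ± 7133 counts). ITS1 (5528 to 6622) held 0.0713% ± 0.0360 (SD, n = 3). The mean of the highest ITS1 bin, at 6529 to 6622, rests on replicate 2, which had 22663 counts there against 1208 in replicate 1 and 1145 in replicate 3. ITS2 (6780 to 7934) held 0.0454% ± 0.00210 (SD, n = 3), and its highest bin, at 7781 to 7934, had 4427 ± 1464 counts. The 3′ETS (12970 to 13314) held 0.00120% ± 0.000182 (SD, n = 3), with 323, 437 and 387 counts in the libraries. The 5.8S region (6623 to 6779) held 0.174% ± 0.00581 (SD, n = 3), summed over its 15 bins. Its highest bin, at 6714 to 6723, had 4112 ± 109 counts, and with 5.8S taken as the highest of its bins in each library, an alternative chosen after seeing the data, the share was 0.0130%. That total still counts fragments of the other regions in every bin they overlap, so this value understates a share of reads. The spacers together held 0.604%, 0.552% and 0.800% of the bin counts in replicates 1, 2 and 3 (95% Wilson intervals 0.602% to 0.607%, 0.549% to 0.555%, and 0.797% to 0.803%). Counts were thus recorded in every region in each TopBP1 library, and the lowest count of any bin in any library was 7, at 13270 to 13314 in the 3′ETS.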

Compared with RNA sequencing results from total RNA isolated from the cytoplasmic fraction of the cell lysates, the sequencing reads on 5′ETS, ITS1, ITS2, and 3′ETS are remarkably enriched, which is similar to those in the nucleolar fraction (Figure 1C). Thus, these results suggest that pre‐rRNA is enriched from the purification of TopBP1. 

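The nucleolar and cytoplasmic libraries were not analysed here. The SFB-vector libraries from the same experiment gave a spacer share (5′ETS, ITS1, ITS2 and 3′ETS together) of 0.953% and 1.16% of the bin counts, a mean of 1.06% ± 0.148 (SD, n = 2). The mean of the TopBP1 libraries was 0.652% ± 0.131 (SD, n = 3). Each TopBP1 library had a lower spacer share than both vector libraries (difference -0.406 percentage points, exact permutation test, two-sided p = 0.2). Of the alternatives set before the data were examined, counts per bp of region changed this comparison most. With them the libraries overlapped (-0.183, exact permutation test, p = 0.4). On this scale 5.8S, where a fragment is counted in many bins of 10 bp, had 2256 counts per bp in vector replicate 2. That was above 18S (1041) and 28S (878) and lowers the spacer share of this library, so the overlap does not reflect region length alone. Scaled to input reads, ITS2 had 740 ± 32.9 CPM (SD, n = 3) in TopBP1 and 2150 ± 558 (SD, n = 2) in vector, a log2 difference of -1.52 with each TopBP1 library below both vector libraries (exact permutation test, p = 0.2). ITS1 had 1161 ± 586 CPM (SD, n = 3) in TopBP1 and 1531 ± 538 (SD, n = 2) in vector, and the libraries overlapped (log2 difference -0.46, exact permutation test, p = 0.4). The overlap rests on TopBP1 replicate 2, without which the log2 difference was -0.85, and without the ITS1 bins that adjoin a mature region it was -1.35 with no overlap (exact permutation test, p = 0.2). The 5′ETS had 8717 ± 2633 (SD, n = 3) against 13480 ± 72.9 (SD, n = 2), and the 3′ETS 19.6 ± 2.96 (SD, n = 3) against 146 ± 28.7 (SD, n = 2), with no overlap in either region (exact permutation test, p = 0.2 for each). As counts without scaling, ITS1, ITS2 and the 5′ETS were higher in TopBP1 (log2 differences of 1.84, 0.79 and 1.63), while the 3′ETS was lower in TopBP1 on that scale too. The paper proposes that pre-rRNA is enriched in the TopBP1 purification, from a comparison of the spacer reads with those of the cytoplasmic and the nucleolar fraction. Shares and CPM of a library do not measure how much RNA was recovered, so they do not decide this.

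**Figure D1:**
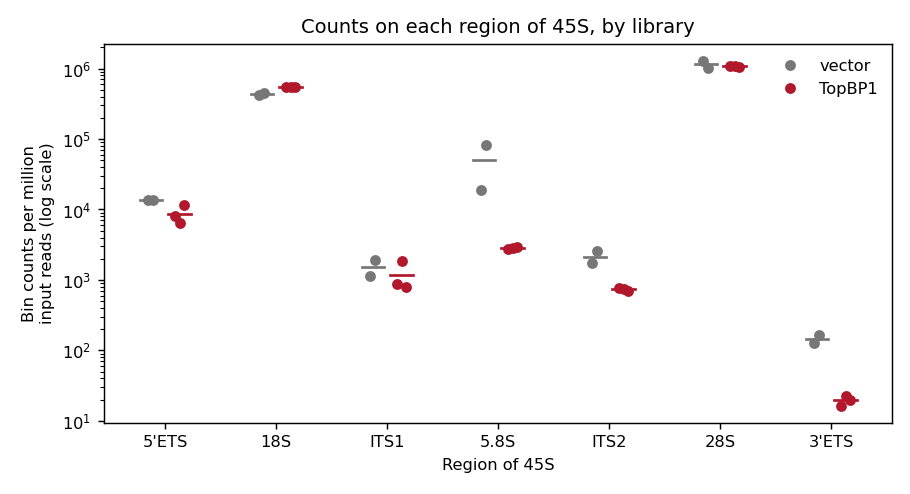
CPM of input reads (y axis, log scale) on each region of 45S (x axis) for the 2 vector and the 3 TopBP1 libraries. Points are libraries and short lines are means. The TopBP1 libraries lie below both vector libraries in 5′ETS, 5.8S, ITS2 and 3′ETS, above them in 18S, and overlap with them in ITS1 and 28S.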

Since ITS1 and ITS2 only exist in pre‐rRNA, we examined these two regions to validate the results of PAR‐CLIP assays. We performed RT‐qPCR, and found that ectopically expressed SFB‐TopBP1 was associated with pre‐rRNA (Figure S2C, Supporting Information). Next, we examined the endogenous TopBP1 under genotoxic stress condition. We performed RNA‐chromatin immunoprecipitation (RNA‐ChIP) assay using anti‐TopBP1 antibody, and found that endogenous TopBP1 was associated with pre‐rRNA in response to IR treatment as well (Figure 1D, and Figure S3A, B, Supporting Information). RNA‐ChIP results suggest that the interaction between pre‐rRNA and TopBP1 is induced by DSBs. Next, we treated cells expressing SFB‐TopBP1 with 10 Gy of IR and found that SFB‐TopBP1 forms DSB‐induced foci that were not in nucleoli (Figure S3C, Supporting Information), indicating that the SFB‐TopBP1 was associated with pre‐rRNA outside of nucleoli in response to DSBs.

**Figure 1:**
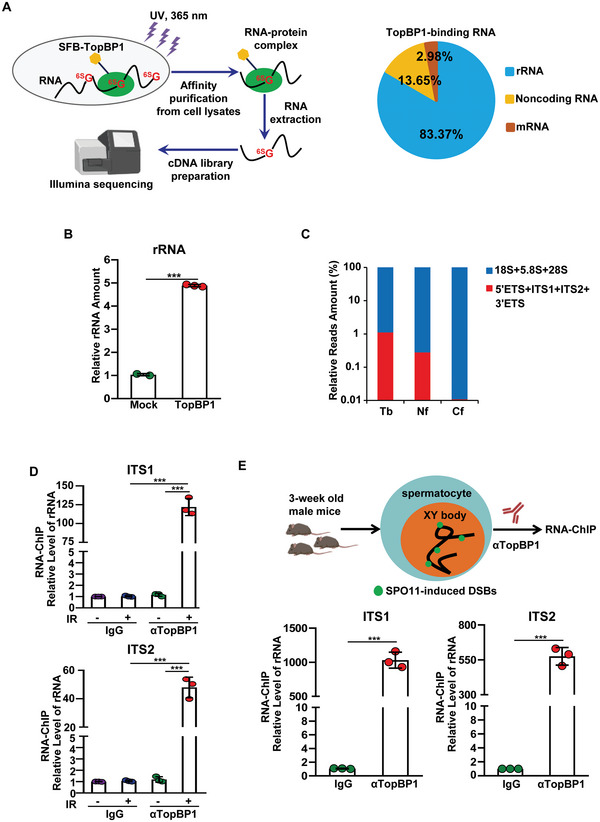
TopBP1 recognizes pre‐rRNA. A) TopBP1 is associated with rRNA. The procedure of PAR‐CLIP and RNA‐Seq from cells stably expressing SFB‐TopBP1 is shown in the left panel. TopBP1‐associated RNA is shown in the right panel. B) TopBP1 specifically recognizes rRNA. Total sequencing amount on 45S rDNA loci from control SFB‐vector (*n* = 2) or SFB‐TopBP1 (*n* = 3) purification are compared. C) Pre‐rRNA is enriched from the purification of TopBP1. The relative RNA sequencing reads amount from TopBP1‐binding (Tb), nucleolar fraction (Nf), or cytoplasmic fraction (Cf) in the regions of 45S pre‐rRNA were compared. D) Endogenous TopBP1 binds to pre‐rRNA in response to IR treatment. Following 10 Gy of IR treatment, the RNA‐ChIP (RIP) assays were performed with control IgG or anti‐TopBP1 antibodies. Pre‐rRNA was analyzed by RT‐qPCR with primers targeting ITS1 and ITS2 regions. E) TopBP1 is associated with pre‐rRNA in male germ cells. Spermatocytes were isolated from 3‐week‐old male mice, followed by RIP with IgG or anti‐TopBP1 antibody (upper panel). RT‐qPCR analysis was applied to measure pre‐rRNA level in spermatocytes (lower panels). Data are represented as mean ± SD as indicated from three independent experiments. Two‐tailed Student's *t‐*test is used to determine statistical significance. ^***^ *p* < 0.001, versus control groups.

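The number of reads on 45S was 2325026 and 2479407 in the vector libraries and 11478593, 11355521 and 11255634 in the TopBP1 libraries. The means were 2402216 ± 109164 (SD, n = 2) and 11363249 ± 111680 (SD, n = 3), and the geometric means stood at a ratio of 4.73, with each TopBP1 library above both vector libraries (exact permutation test, two-sided p = 0.2). The input reads of the libraries differed in the same direction, with a mean of 3969696 ± 551175 (SD, n = 2) for vector and 19525100 ± 70837 (SD, n = 3) for TopBP1, a ratio of 4.92. Divided by input reads, the ratio of the 45S reads between TopBP1 and vector was 0.958. It was 0.896 without vector replicate 2 and 1.02 without vector replicate 1, so the direction rests on a single vector library. The paper states that TopBP1 specifically recognizes rRNA.

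**Figure D2:**
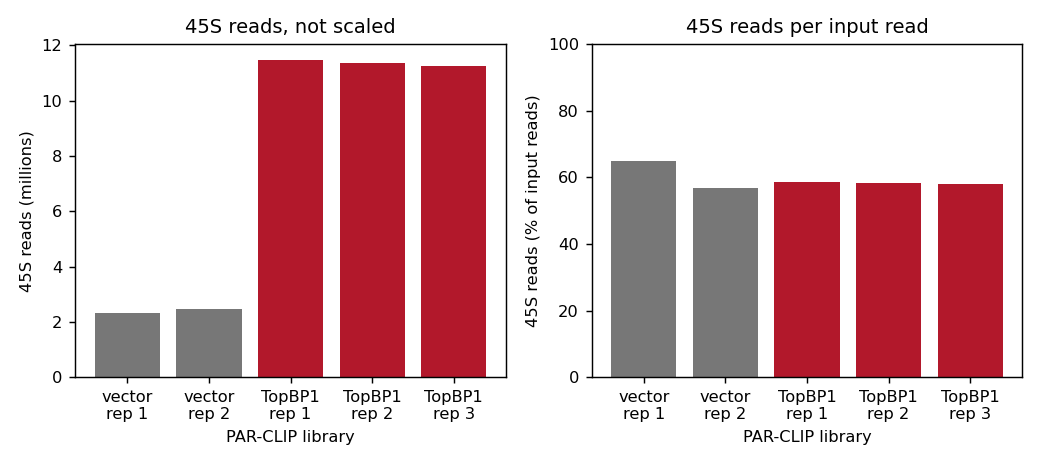
Reads on 45S in each PAR-CLIP library, as a number of reads (left) and as a percent of the input reads of the library (right). Grey bars are the vector libraries and red bars the TopBP1 libraries. The TopBP1 bars are higher than the vector bars on the left, while on the right they lie between the bars of the vector libraries.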

Moreover, TopBP1 localized at the unsynapsed region at the XY body, a major DSB repair hub in male germ cells.^[^ ^51^ ^]^ We isolated spermatocytes from 3‐week‐old male mice, in which a large fraction of spermatocytes is arrested at meiotic prophase with the XY body formation. We examined TopBP1‐associated RNA with RNA‐ChIP. Again, we found that pre‐rRNA was associated with TopBP1 in male germ cells (Figure 1E). Collectively, these results suggest that TopBP1 is associated with pre‐rRNA particularly in response to DSBs.

### 2.2 Pre‐rRNP Colocalizes with TopBP1 at DSBs

In response to IR treatment, TopBP1 is quickly recruited to DSBs and forms foci.^[^ ^17^ ^]^ Since TopBP1 is associated with pre‐rRNA in response to DSBs, we ask if pre‐rRNA relocates to DSBs. We designed specific probes targeting pre‐rRNA and performed RNA FISH. Without induction of DSBs, pre‐rRNA localizes in nucleoli. However, following IR treatment, pre‐rRNA co‐localized with TopBP1 at DSBs and formed foci (Figure **2**A, and Figure S4A,B, Supporting Information). Since pre‐rRNA also associates with protein subunits to form pre‐rRNPs,^[^ ^57^, ^58^, ^59^ ^]^ we also examined and found that RPL7A, RPS3, and FBL localized at DSBs, suggesting that pre‐rRNP is recruited to DSBs (Figure 2B–D and Figure S4C–E, Supporting Information). We subsequently performed co‐immunoprecipitation (co‐IP), and found that these proteins interacted with TopBP1 (Figure S5, Supporting Information). Moreover, these interactions were clearly increased following IR treatment, suggesting that TopBP1 associates with pre‐rRNP in response to DSBs. In addition, these interactions were abrogated following RNase A treatment but not DNase I treatment, indicating that RNA mediates these interactions (Figure S5, Supporting Information).

**Figure 2:**
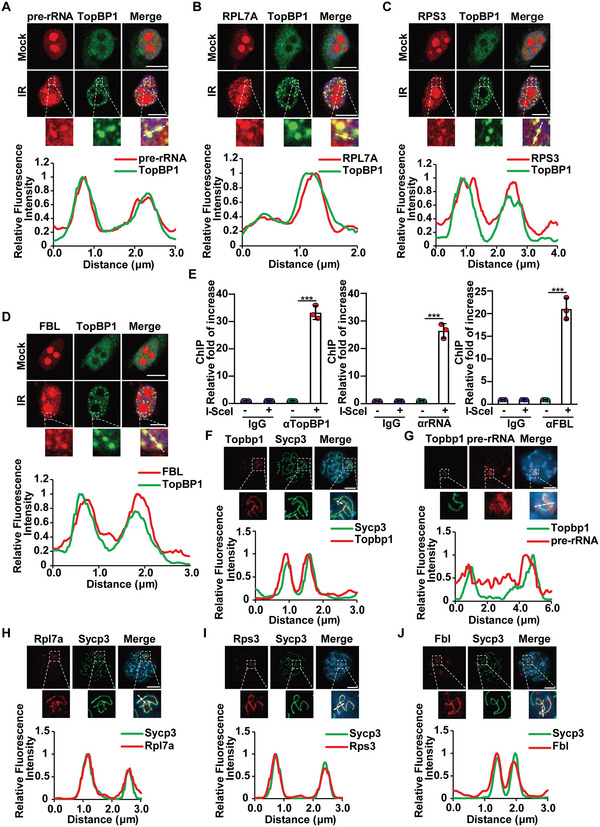
Pre‐rRNPs colocalize with TopBP1 at DSBs. A) Pre‐rRNA colocalizes with TopBP1 at DSBs. Following 10 Gy of IR treatment on HCT116 cells, RNA FISH with pre‐rRNA probes and IF with anti‐TopBP1 antibody were performed. B–D) Pre‐rRNA‐associated proteins colocalize with TopBP1 at DSBs. Following 10 Gy of IR, IF was performed with anti‐TopBP1 and anti‐RPL7A (B), or anti‐RPS3 (C), or anti‐FBL antibodies (D). E) Pre‐rRNPs localize at I‐SceI‐induced DSB. I‐SceI‐mediated DSB was induced by Dox and TA treatment in the HCT116 cells harboring a solo I‐SceI site. Then, ChIP assay with the indicated antibodies was performed. Data are represented as mean ± SD as indicated from three independent experiments. F) TopBP1 localizes at the unsynapsed region of the XY body. Meiotic spread was examined with anti‐TopBP1 antibody. Sycp3 was a surrogate marker of the unsynapsed axis of the XY body in pachytene cells. G) Pre‐rRNA localizes at the unsynapsed region. Pre‐rRNA was examined by RNA FISH with pre‐rRNA probes. H–J) Pre‐rRNA‐associated proteins localize at the unsynapsed region. Meiotic spreads were stained with anti‐Sycp3 and anti‐RPL7A (H), anti‐RPS3 (I), or anti‐FBL antibodies (J). The relative intensity of fluorescence signals is analyzed. Two‐tailed Student's *t*‐test is used to determine statistical significance. ^***^ *p* < 0.001, versus control groups. Scale bars, 10 µm.

To validate the results of IR‐induced foci (IRIF) of TopBP1, an I‐SceI site is knocked into the X chromosome of HCT116 cells. With inducible I‐SceI, a solo DSB is generated (Figure S6, Supporting Information).^[^ ^60^ ^]^ We performed ChIP and qPCR assays and found that rRNA and FBL were enriched at the flanks of I‐SceI‐induced DSB (Figure 2E). Taken together, these results suggest that pre‐rRNP co‐localizes with TopBP1 at DSBs.

In addition to DSBs in somatic cells, we examined the localization of pre‐rRNA in the XY body. We used probes specifically targeting pre‐rRNA for RNA FISH, and found that both TopBP1 and pre‐rRNA localize at the unsynapsed region of the XY body (Figure 2F,G). Next, we also examined RPL7A, RPS3, and FBL. All these pre‐rRNA‐associated proteins localized at the unsynapsed region of the XY body (Figure 2H–J), further indicating that pre‐rRNP associates with TopBP1 at DSBs.

### 2.3 Pre‐rRNA Mediates the Recruitment of TopBP1 to DNA Lesions

To examine the functional interactions between pre‐rRNA and TopBP1 at DSBs, we used siRNA to knockdown TopBP1. However, lacking TopBP1 did not affect the loading of pre‐rRNA to DSBs (Figure S7, Supporting Information). Next, when we transiently treated cells with Pol I inhibitor (BMH‐21) to ablate the pre‐rRNA biogenesis but not affect protein translation (Figure S8, Supporting Information), we found that RNA Pol I inhibitor treatment suppressed the pre‐rRNA foci at DSBs (Figure S9, Supporting Information). Interestingly, Pol I inhibitor treatment clearly suppressed the IRIF of TopBP1. In sharp contrast, Pol II inhibitor (α‐Amanitin) treatment did not affect the IRIF of TopBP1 (Figure **3**A). We also treated cells with Pol III inhibitor (ML‐60218). Since Pol III mediates 5S rRNA transcription, we found that Pol III inhibitor slightly suppressed TopBP1 foci formation (Figure 3A). The impaired foci formation was not caused by downregulation of TopBP1 (Figure 3B). We also examined the role of pre‐rRNA in the recruitment of TopBP1 to the I‐SceI‐induced DSB. Consistently, ChIP assay results show that Pol I inhibitor treatment largely suppressed the recruitment of TopBP1 to the DSB (Figure 3C).

**Figure 3:**
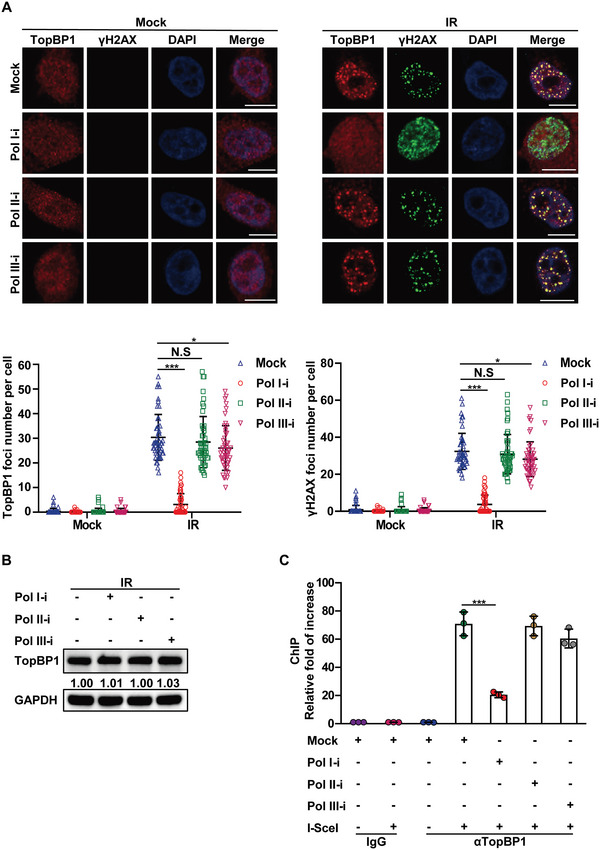
Pol inhibitor treatment suppresses the recruitment of TopBP1 to DSBs. A) RNA Pol I inhibitor treatment represses the IRIF of TopBP1. Following Pol I, Pol II, or Pol III inhibitor treatment, HCT116 cells were treated with or without 10 Gy of IR. IRIF of TopBP1 and γH2AX was examined by IF with anti‐TopBP1 and anti‐γH2AX antibodies respectively (upper panels). The foci number in each cell was counted (lower panels). The bars represent the mean values ± SD (*n*  =  50 from three independent experiments, per group). B) The protein level of TopBP1 is not affected by Pol I inhibitor treatment. HCT116 cells were treated with Pol I, Pol II, or Pol III inhibitors. The protein level of TopBP1 was examined by Western blot. GAPDH was used as protein loading controls. C) Pol I inhibitor treatment suppresses the recruitment of TopBP1 to I‐SceI‐induced DSB. Following Pol I, Pol II, or Pol III inhibitor treatment, the accumulation of TopBP1 at the I‐SceI‐induced DSB was examined by ChIP assay. Data are represented as mean ± SD as indicated from three independent experiments. Two‐tailed Student's *t*‐test is used to determine statistical significance. ^*^ *p* < 0.05; ^***^ *p* < 0.001; N.S, not significant, versus control groups. Scale bars, 10 µm.

In response to DSBs, H2AX is phosphorylated by ATM.^[^ ^61^ ^]^ Phosphorylated H2AX, also known as γH2AX, provides a platform to mediate the loading of DSB repair factors at DSBs.^[^ ^62^, ^63^ ^]^ Next, we examined and found that the foci of pre‐rRNA were suppressed in H2AX‐deficient cells, suggesting that γH2AX plays a crucial role in the foci formation of pre‐rRNA at DSBs (Figure S10A, Supporting Information). Moreover, when we treated cells with ATM inhibitors, we found that both the foci formation of γH2AX and pre‐rRNA was impaired (Figure S10B,C, Supporting Information), suggesting that ATM‐γH2AX axis mediates the recruitment of pre‐rRNA to DSBs. Interestingly, when we treated cells with RNase A to digest RNA species at DSBs, we found that the foci of γH2AX were impaired as well (Figure S1, Supporting Information). These results suggest that a functional interaction between γH2AX‐MDC1 and pre‐rRNA mediates DSB‐induced foci formation (Figure S10D, Supporting Information).

### 2.4 The BRCT4‐5 Domain of TopBP1 Recognizes Pre‐rRNA

Next, we sought to further characterize the interaction between TopBP1 and pre‐rRNA. TopBP1 contains nine BRCT domains. In order to map the interaction region, we generated a series of deletion mutants of TopBP1 (Figure **4**A). Using PAR‐CLIP assays, we found that the BRCT4 and BRCT5 domains were associated with pre‐rRNA (Figure 4A and Figure S11A, Supporting Information). Structure analyses show that these two BRCT domains stack on each other forming a heterodimer.^[^ ^64^ ^]^ A phosphate‐binding pocket exists in the BRCT5, whereas the BRCT4 facilitates the folding of the BRCT5. To examine the function of this phosphate‐binding pocket, we generated the K704A mutation to abolish the phosphate‐binding pocket, and found that this mutation largely abrogated the interaction between TopBP1 and pre‐rRNA (Figure S11B,C, Supporting Information).

**Figure 4:**
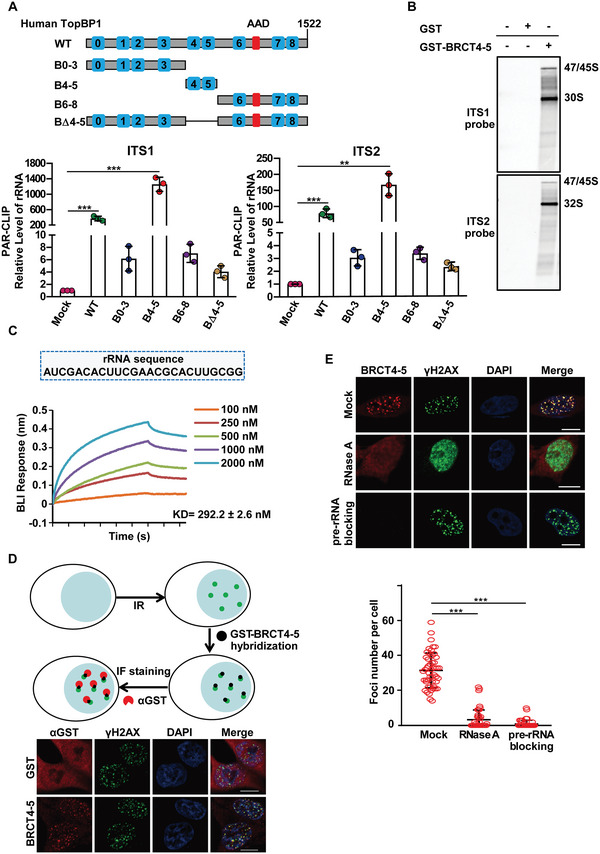
TopBP1 BRCT4‐5 domain recognizes pre‐rRNA. A) PAR‐CLIP assays of full‐length and mutant TopBP1. Schematic showing the conserved domains of TopBP1 as well as the deletion mutants of TopBP1 (upper panel). AAD: ATR‐activating domain; nine BRCTs are shown from 0 to 8. HEK293T cells expressing empty vector (mock), SFB‐tagged full‐length or deletion mutants of TopBP1 were subjected to the PAR‐CLIP assays. RT‐qPCR analysis was applied to measure the level of pre‐rRNA using probes targeting ITS1 or ITS2 regions (lower panels). Data are represented as mean ± SD as indicated from three independent experiments. B) TopBP1 BRCT4‐5 domain associates with pre‐rRNA. Total RNA isolated from cells was incubated with GST or GST‐TopBP1‐BRCT4‐5, followed by pull‐down assay. The RNA species isolated by pull‐down assay were analyzed by Northern blot. C) The BRCT4‐5 domain of TopBP1 directly interacts with pre‐rRNA. The binding affinity between the recombinant TopBP1 BRCT4‐5 domain and 25 nt biotin‐labeled pre‐rRNA was analyzed by BLI. D) The BRCT4‐5 domain of TopBP1 recognizes IRIF. The recombinant GST‐TopBP1‐BRCT4‐5 was incubated with IR (10 Gy) treated HeLa cells. The hybridized protein was examined by anti‐GST antibodies. E) The IRIF of recombinant GST‐TopBP1‐BRCT4‐5 is mediated by RNA. IR‐treated HeLa cells were further treated with RNase A or blocked with excessive pre‐rRNA prior to GST‐TopBP1‐BRCT4‐5 hybridization (upper panels). The foci number was counted (lower panel). The bars represent the mean values ± SD (*n*  =  50 from three independent experiments, per group). Two‐tailed Student's *t*‐test is used to determine statistical significance. ^**^ *p* < 0.01; ^***^ *p* < 0.001, versus control groups. Scale bars, 10 µm.

To further validate the interaction between the BRCT4‐5 and pre‐rRNA, we generated the recombinant BRCT4‐5 of TopBP1 and incubated it with pre‐rRNA. Using in vitro pull‐down assay and RT‐qPCR, we found that the BRCT4‐5 bound to pre‐rRNA in vitro (Figure S11D, Supporting Information). Next, we incubated TopBP1 BRCT4‐5 with total RNA isolated from cell lysates, and performed Northern blot. Again, the BRCT4‐5 was able to enrich pre‐rRNA from the cell lysates (Figure 4B). Moreover, we measured the affinity between the BRCT4‐5 and 25 nt biotin‐labeled pre‐rRNA oligos using Bio‐layer interferometry (BLI). The sequence of RNA oligos is derived from the most frequently found RNA sequencing reads from the PAR‐CLIP assays. 

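The oligo given in the paper's methods, AUCGACACUUCGAACGCACUUGCGG, matches 5.8S. In RNA45SN1 it lies on chromosome 21 of GRCh38 from 8439912 to 8439936, on the transcribed strand, which is bases 91 to 115 of the 5.8S region, and the same 25 nt occur 4 times on that chromosome. By its distance from the start of 5.8S, it falls at 6713 to 6737 of the authors' reference, in the bins 6704 to 6713, 6714 to 6723, 6724 to 6733 and 6734 to 6743. In the TopBP1 libraries these bins had mean counts of 4034, 4112, 4073 and 3957. They ranked between 45 and 53 of the 83 bins by mean count. The 5.8S bins are of 10 bp and most others of 200 bp, so a bin elsewhere collects fragments from a longer stretch. Per bp of region, the bin counts were 352 ± 11.0 for 5.8S, 5702 ± 48.6 for 18S and 4145 ± 36.2 for 28S (SD, n = 3 for each). In the vector libraries the bin at 6714 to 6723 had 4949 counts in replicate 1 and 25610 in replicate 2, both more than in any TopBP1 library. The sequences of single reads were not analysed here.

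**Figure D3:**
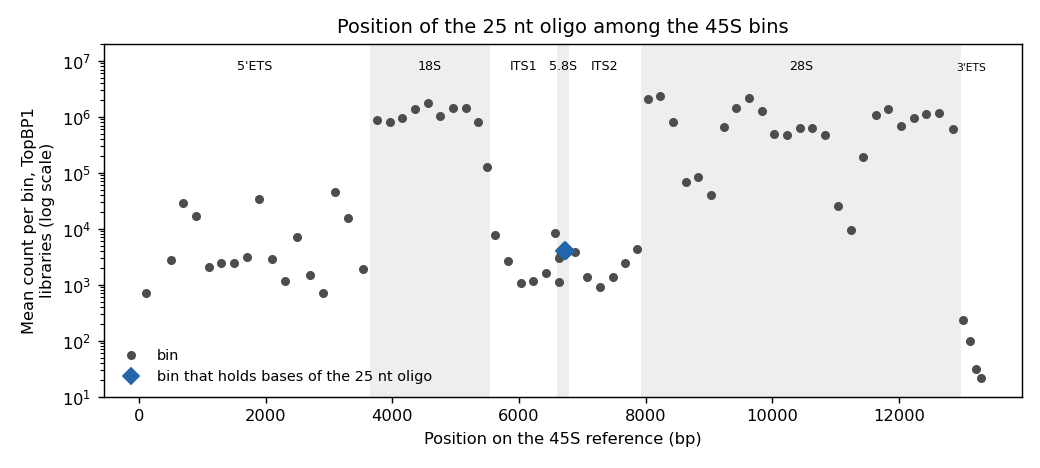
Mean count of each 45S bin over the 3 TopBP1 libraries (y axis, log scale) against the position of the bin on the 45S reference (x axis, bp). Grey bands mark 18S, 5.8S and 28S, and diamonds mark the 4 bins that hold bases of the 25 nt oligo. The diamonds lie below every bin of 18S and 28S.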

The KD was around 300 nm, demonstrating that the BRCT4‐5 of TopBP1 directly interacts with pre‐rRNA in vitro (Figure 4C). In addition, we shortened the RNA length and found that the BRCT4‐5 domain was even able to bind to 6 nt or 3 nt RNA oligos (Figure S12, Supporting Information).

Next, we ask if the BRCT4‐5 recognizes the pre‐rRNA at DSBs. We performed protein hybridization assays by incubating the BRCT4‐5 with IR‐irradiated cells (Figure 4D). The BRCT4‐5 was able to hybridize to DSBs, suggesting that the BRCT4‐5 recognizes its functional partner(s) at DSBs (Figure 4D). However, with the treatment of RNase A, the foci of the BRCT4‐5 were suppressed. Moreover, in the BRCT4‐5 hybridization assay, we preincubated the BRCT4‐5 with pre‐rRNA to mask the phosphate binding pocket in the BRCT5. We found that excessive pre‐rRNA blocked the hybridization foci of the BRCT4‐5, suggesting that it is pre‐rRNA to mediate the recruitment of the BRCT4‐5 to DSBs (Figure 4E). In addition to DSBs in somatic cells, protein hybridization assays show that TopBP1 BRCT4‐5 recognized the unsynapsed regions of the XY body in male germ cells, and such localization was suppressed by the RNase A treatment or pre‐rRNA blocking (Figure S13, Supporting Information). Collectively, these results demonstrate that TopBP1 BRCT4‐5 domain recognizes pre‐rRNA at DSBs.

### 2.5 TopBP1 Forms Phase Separation with Pre‐rRNA

The foci formation of TopBP1 is a unique type of protein that condensates in the nucleus.^[^ ^17^, ^35^, ^36^, ^37^, ^38^ ^]^ To explore the underlying mechanism of the foci formation, we examine LLPS formation of the TopBP1 and pre‐rRNA complex. We generated recombinant GFP‐BRCT4‐5, and incubated the protein with pre‐rRNA. Interestingly, in the presence of pre‐rRNA, GFP‐BRCT4‐5 formed liquid droplets in a concentration‐dependent manner (Figure **5**A). RNase A treatment decreased the liquid droplets, suggesting that pre‐rRNA plays a key role to mediate the liquid droplets (Figure 5B). Usually, during liquid droplet formation, tiny droplets are fused into larger ones that can be detected under light microscopy.^[^ ^65^ ^]^ Here, we observed this dynamic liquid droplet fusion process (Figure 5C), further demonstrating the liquid droplet formation in the presence of the BRCT4‐5 and pre‐rRNA. Moreover, one important characteristic of liquid droplets is that dynamic exchange of molecules occurs between liquid droplets and the surrounding solution.^[^ ^65^, ^66^ ^]^ Here, we performed fluorescence redistribution after photo‐bleaching (FRAP) assays to validate this process. We found that photo‐bleaching‐induced loss of fluorescence was quickly recovered (Figure 5D). Collectively, these results suggest that pre‐rRNA promotes protein condensates of TopBP1 in vitro, which may be the underlying molecular mechanism of TopBP1 foci formation in cells.

**Figure 5:**
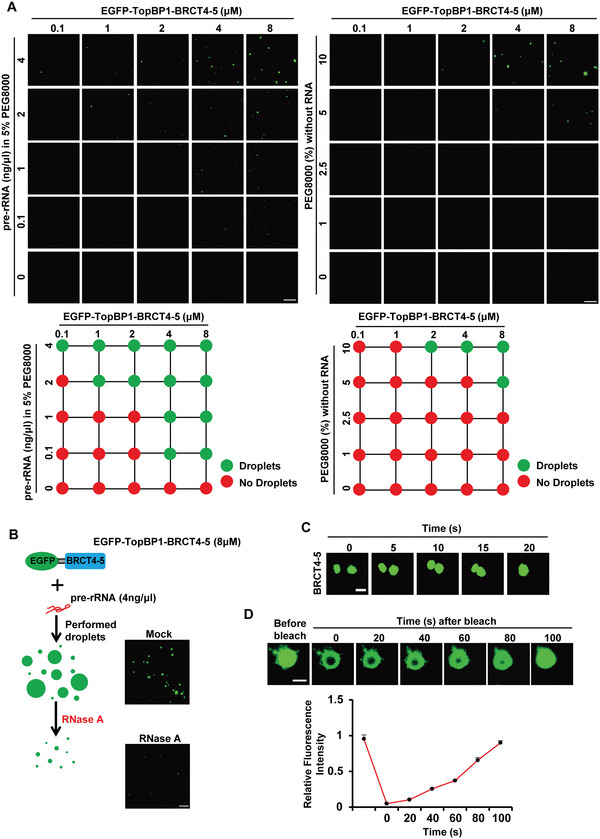
TopBP1 and pre‐rRNA form liquid‐liquid phase separation in vitro. A) Droplet formation of the TopBP1‐pre‐rRNA complex. Recombinant TopBP1‐BRCT4‐5 was incubated with pre‐rRNA in the presence of 5% PEG8000 (upper left panels) or with indicated concentrations of PEG8000 (upper right panels). LLPS was observed by fluorescence microscopy. Corresponding square networks depict summaries of TopBP1‐BRCT4‐5 droplet formation (lower panels). B) Droplet formation of the TopBP1‐pre‐rRNA complex is suppressed by RNase A treatment. Recombinant TopBP1‐BRCT4‐5 was incubated with pre‐rRNA, followed by 1 mg mL^−1^ RNase A treatment. C) Microscopy images of liquid droplets fusion of the TopBP1‐pre‐rRNA complex at indicated time points. D) Representative micrographs of TopBP1‐BRCT4‐5 liquid droplets before and after photobleaching (upper panels). Fluorescence intensity of FRAP was quantified (lower panel). Image bar: 1 µm.

### 2.6 TopBP1‐Mediated ATR/CHK1 Signaling Pathway is Regulated by Pre‐rRNA

In response to DSBs, TopBP1 is required for the activation of ATR as well as for HR repair.^[^ ^67^ ^]^ Since pre‐rRNA is a partner of TopBP1, we examine if pre‐rRNA mediates the functions of TopBP1 in DNA damage response. Following DSBs, ATR autophosphorylates itself at Thr1989, a surrogate marker of the ATR activation.^[^ ^68^ ^]^ With Pol I inhibitor treatment, we found that the level of pT1989 was remarkably suppressed (Figure **6**A). Moreover, activated ATR phosphorylates CHK1 at Ser345 for signal transduction.^[^ ^11^, ^13^ ^]^ Again, Pol I inhibitor treatment suppressed pS345 of CHK1 (Figure 6A). Finally, CHK1 is required for the activation of the S phase checkpoint and G2/M checkpoint to arrest the cell cycle.^[^ ^13^, ^14^ ^]^ With Pol I inhibitor treatment, these two cell cycle checkpoints were suppressed (Figure 6B,C). In contrast, Pol II inhibitor treatment impaired neither the activation of the ATR‐dependent signaling pathway nor the DNA damage‐induced cell cycle checkpoint (Figure 6A–C).

**Figure 6:**
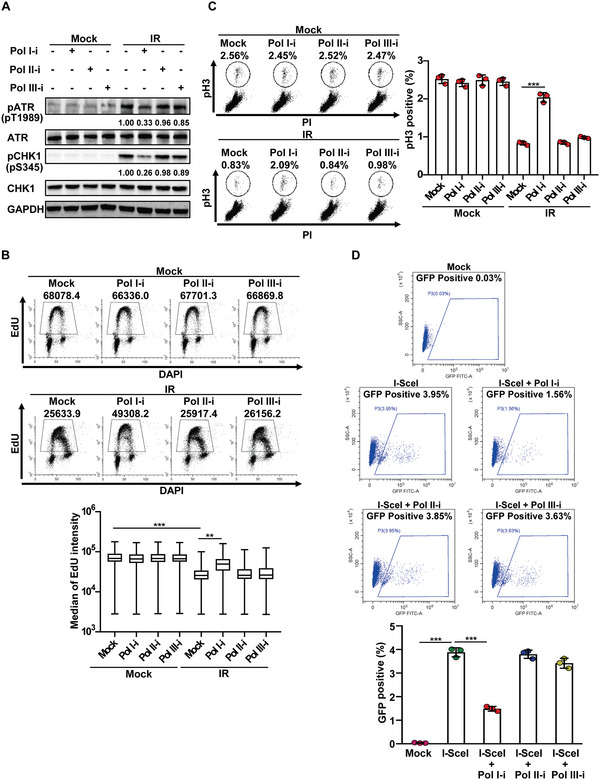
Pre‐ribosomal RNA mediates DSB response. A) Pol I inhibitor treatment suppresses ATR activation. HCT116 cells were treated with RNA Pol I, Pol II, or Pol III inhibitor for 2 h, followed by 10 Gy of IR. Then, Immunoblotting was performed with the indicated antibodies. Numbers below lanes (top) indicate densitometry of the protein presented relative to ATR or CHK1 expression in the same lane. B) Pol I inhibitor treatment impairs intra‐S phase checkpoint. HCT116 cells were pulse labeled with 10 µm EdU for 30 minutes after IR (10 Gy). Labeled S phase cells were examined by flow cytometry (upper panels). Median EdU intensity was plotted (lower panel). C) Pol I inhibitor treatment impairs G2/M checkpoint. HCT116 cells were treated with or without IR (2 Gy). The G2/M checkpoint was examined by flow cytometry with anti‐phospho‐histone H3 (pH3) antibodies (left panels). The percentage of pH3‐positive cells in C was statistically analyzed (right panel). D) Pol I inhibitor treatment suppresses HR repair. Following Pol I, Pol II, or Pol III inhibitor treatment, DR‐GFP‐U2OS cells were used to measure the HR efficiency, and GFP positive population was examined by flow cytometry (upper panels). The percentage of GFP‐positive cells was statistically analyzed (lower panel). Data are represented as mean ± SD as indicated by three independent experiments. Two‐tailed Student's *t*‐test is used to determine statistical significance. ^**^ *p* < 0.01; ^***^ *p* < 0.001, versus control groups.

TopBP1 is also known to facilitate HR repair by mediating the recruitment of RAD51 to DSBs.^[^ ^69^, ^70^ ^]^ To investigate the role of pre‐rRNA in TopBP1‐mediated HR repair, we used an established GFP reporter system, and confirmed that TopBP1 played an important role in HR repair (Figure S14, Supporting Information). Moreover, we examined and found that the loss of TopBP1 suppressed foci of RAD51 (Figure S15, Supporting Information), which is in agreement with earlier studies.^[^ ^69^ ^]^ Similar to the loss of TopBP1, we found that Pol I inhibitor treatment, but not Pol II inhibitor repressed HR (Figure 6D). Moreover, the effect of Pol I inhibitor treatment did not further reduce the HR efficacy in cells lacking TopBP1, suggesting the possible epistasis of pre‐rRNA and TopBP1 in the regulation of HR repair (Figure S14, Supporting Information). Collectively, these results suggest that pre‐rRNA mediates the functions of TopBP1 during DNA damage response (Figure S16, Supporting Information).

## 3 Discussion

In this study, we demonstrate pre‐rRNA as a functional partner of TopBP1 in DSB repair. The TopBP1 BRCT4‐5 recognizes pre‐rRNA for DNA damage‐induced foci formation. Numerous studies have shown that RNA species is a scaffold for nuclear body formation because RNA mediates LLPS of many protein complexes in the nucleus.^[^ ^39^, ^40^, ^41^, ^42^, ^43^ ^]^ DNA damage‐induced foci formation is a unique type of LLPS in the nucleus. However, pre‐rRNA has not been identified in the foci of TopBP1 until this study. rRNA is often considered as a source of RNA contamination. Thus, the very first step of RNA sequencing analysis is to remove rRNA (aka “riboclear”).^[^ ^71^, ^72^ ^]^ Here, we demonstrate that pre‐rRNA is not RNA contamination, but localizes at DSBs. In particular, it localizes not only at genotoxic stress‐induced DSBs in somatic cells, but also at physiologically relevant DSBs in the XY body of male germ cells. Moreover, we found that only RNase A treatment but not RNase H treatment could impair the interactions between TopBP1 and pre‐rRNA (Figure S1, Supporting Information). Thus, it excludes the possibility of R‐loops at rDNA loci mediating the foci formation of TopBP1. Instead, pre‐rRNA may act as a scaffold for the recruitment of TopBP1 to DSBs.

The BRCT domain is originally known as phoshpho‐Ser binding motif.^[^ ^19^, ^20^, ^21^, ^22^ ^]^ Here, we found that the BRCT4‐5 of TopBP1 is able to directly bind to pre‐rRNA with high affinity. Since pre‐rRNA has a lot of phosphate moieties on its backbone, it is likely that the BRCT4‐5 may recognize phosphate moieties in pre‐rRNA. Since the interactions between protein and RNA are always multivalent,^[^ ^73^, ^74^ ^]^ it is likely that the BRCT5 recognizes other groups on pre‐rRNA to selectively interact with pre‐rRNA. The detailed interaction mode should be further explored with structural analysis. In our study, we found that the BRCT4‐5 recognized no more than three‐nucleotide oligo, suggesting that other pre‐rRNA binding motifs of TopBP1 facilitate the selective binding to pre‐rRNA. In addition to the BRCT4‐5, TopBP1 has other eight BRCT domains, and several functional partners have been identified. Thus, it is possible that other BRCT domains of TopBP1 or its associated proteins may also bind to pre‐rRNA.

The results from the PAR‐CLIP assays show that most TopBP1‐associated RNA sequencing reads are in the 18S and 28S regions. 

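18S and 28S together held 99.2% ± 0.133 (SD, n = 3) of the bin counts in the TopBP1 libraries. In the vector libraries they held 97.9% in replicate 1 and 93.6% in replicate 2, a mean of 95.8% ± 3.04 (SD, n = 2), with 5.8S taking most of the rest in replicate 2. The share was higher in each TopBP1 library than in both vector libraries (exact permutation test, two-sided p = 0.2). In vector replicate 2 the 5.8S bins summed to 354199 counts, though the highest had 25616, since a fragment is counted in each bin it overlaps. The size of the difference is thus inflated by the narrow bins of 5.8S. The 18S region had 546393 ± 6538 CPM (SD, n = 3) in TopBP1 and 433631 ± 18479 (SD, n = 2) in vector, a log2 difference of 0.33 (exact permutation test, p = 0.2). The 28S region had 1070807 ± 5532 (SD, n = 3) and 1142980 ± 180154 (SD, n = 2), a log2 difference of -0.09 within the spread of the vector libraries (exact permutation test, p = 0.8).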

Consistently, the 45S pre‐rRNA is extremely unstable,^[^ ^75^, ^76^, ^77^ ^]^ and majorities of pre‐rRNA species are highly processed pre‐rRNA.^[^ ^78^, ^79^ ^]^ Thus, it is possible that TopBP1 recognizes motifs in these regions of pre‐rRNA. However, considering that the 28S region is the largest region in pre‐rRNA, it is very easy to identify this region by RNA sequencing. 

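The 28S region takes 5035 bp, or 37.8%, of the 45S annotation, and 18S takes 1871 bp, or 14.1%. In the TopBP1 libraries 28S had 1.96 ± 0.0334 (SD, n = 3) times the bin counts of 18S. Divided by the length of each region, the ratio was 0.727 ± 0.0124 (SD, n = 3), so that a bp of 28S had fewer counts than a bp of 18S in each TopBP1 library. In the vector libraries the ratio of the counts was 3.02 in replicate 1 and 2.27 in replicate 2, and the ratio per bp was 0.982 ± 0.196 (SD, n = 2). The log2 ratio of 28S to 18S was lower in each TopBP1 library than in both vector libraries (difference -0.42, exact permutation test, two-sided p = 0.2). The difference was -0.21 without vector replicate 1 and -0.62 without vector replicate 2, so its size depends on the vector library.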

Even when we purify and analyze pre‐rRNA isolated from nucleoli fractions, the most abundant peaks always exist in the 18S and 28S regions (Figure 1C and Figure S2B, Supporting Information). We postulate that these two regions are well‐folded, thus more stable than other regions during RNA manipulation in vitro. Alternatively, the GC‐rich region‐caused secondary in pre‐rRNA may cause system bias during RNA sequencing. 

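The GC content of the 18S and 28S bins, read from RNA45SN1 at the same distance from the start of each region, ranged from 42.9% to 89.0%. In the 25 bins of 28S, counts per bp fell with GC content, with a Spearman's rho of -0.78, -0.79 and -0.79 in TopBP1 replicates 1, 2 and 3 and of -0.87 and -0.87 in vector replicates 1 and 2. These values are across bins, which are not independent replicates. In the 10 bins of 18S the rho was 0.16, 0.14 and 0.22 in the TopBP1 libraries and -0.15 and -0.09 in the vector libraries. The 28S bin with the highest mean count, 8135 to 8334, has a GC content of 59.5%, and that with the lowest, 11135 to 11343, has 87.6%, with 10362, 9612 and 9018 counts in the TopBP1 libraries. The distance from the start of a region differs by a few bases between the authors' reference and the genome copy, so the GC content of a bin is approximate.

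**Figure D4:**
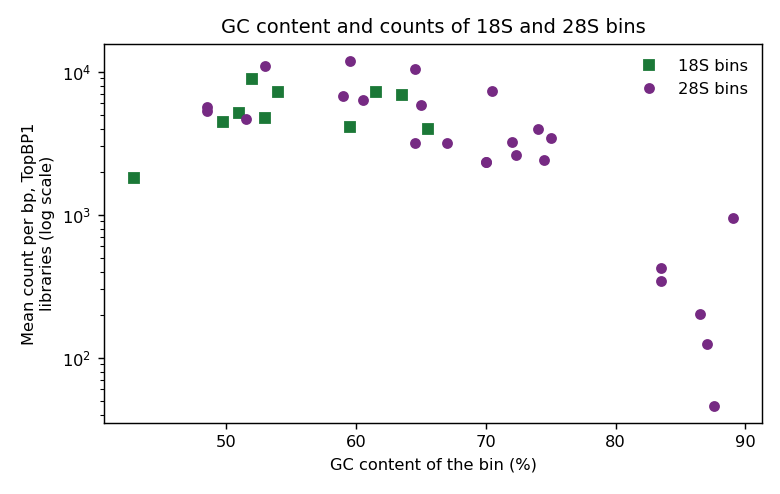
Mean count per bp over the 3 TopBP1 libraries (y axis, log scale) against the GC content (x axis, %) of the 10 bins of 18S (squares) and the 25 bins of 28S (circles). The 6 bins with a GC content over 80% have the lowest counts per bp.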

At the current stage, it is very difficult to identify the interaction motifs on pre‐rRNA. Perhaps, future motif scanning on the complicated and folded pre‐rRNA may reveal the binding motifs. In addition, in the PAR‐CLIP assays, we also found a number much less abundant RNA enriched from the purification of TopBP1 (GSE213073). It is possible that other RNA may associate with TopBP1. In particular, at the current stage, we do not know if TopBP1 recognizes specific motifs on RNA. It is possible that other RNA may function together with TopBP1 in different stages of DSB repair.

Under normal physiological conditions, pre‐rRNA is synthesized and processed in nucleolus.^[^ ^78^, ^79^ ^]^ After extensive modifications, pre‐rRNA associates with other protein subunits forming pre‐rRNP that is quickly shipped to cytoplasm. Here, we observed IR‐induced association between TopBP1 and pre‐rRNA. It is possible that during DSB response, pre‐rRNA is released from nucleoli, recruited to DSBs, and recognized by TopBP1. Our previous study on the XY body indicates that MDC1, the functional partner of γH2AX, is required for loading pre‐rRNA to DSBs.^[^ ^55^ ^]^ Consistently, here we found that the ATM‐ γH2AX axis determined the foci formation of pre‐rRNA. Interestingly, RNase A treatment to remove pre‐rRNA at DSBs also impaired the foci of γH2AX, suggesting that both pre‐rRNA and γH2AX are scaffolds to maintain IR‐induced foci (Figure S10D, Supporting Information).

Previous studies have revealed the biological functions of TopBP1 in DNA damage response.^[^ ^7^, ^17^, ^18^ ^]^ Here, we reveal that pre‐rRNA mediates the foci formation of TopPB1 at DSBs, and ATR‐governed signaling transduction, cell cycle checkpoint activationm and HR repair. Pre‐rRNA is considered as a precursor of rRNA, but here we show that pre‐rRNA functions in DSBs response. The detailed molecular mechanism by which ATR is activated remains elusive. It has been shown that the AAD motif of TopBP1 interacts with ATR and ATRIP complex for the activation of ATR. It is likely that pre‐rRNA mediates the recruitment of TopBP1 to DSBs, where TopBP1 activates ATR. We also understand that other possible mechanisms may exist to explain the activation of ATR. For example, similar to TopBP1, the recruitment of pRPA and Rad9 to DNA lesions was also suppressed by pol I inhibitor treatment (Figure S17, Supporting Information). Thus, it is possible that ATR activation is regulated by pre‐rRNA through multiple layers. In addition to DSBs, ATR‐dependent pathway is activated during replication stress, which is also dependent on the RPA complex and 9‐1‐1 complex, but not γH2AX.^[^ ^9^, ^80^, ^81^ ^]^ Currently, we do not know if pre‐rRNA is involved in these cellular processes. Nevertheless, here we provide the first evidence that pre‐rRNA associates with ATR activation in response to DSBs. Of note, a recent study shows that TopBP1 condensation stimulates ATR activation.^[^ ^35^ ^]^ Interestingly, this process is associated with NOL11, a nucleolar protein.^[^ ^35^ ^]^ Thus, it is possible that pre‐rRNA‐associated proteins may also participate in ATR activation.

In addition to regulating global ATR activation, TopBP1 also specifically mediates ATR activation at lesions on the rDNA region.^[^ ^82^, ^83^, ^84^ ^]^ Several studies have shown that TopBP1 is associated with Treacle for ATR activation upon replication stress at rDNA loci.^[^ ^82^, ^83^, ^84^ ^]^ This process results in the suppression of pre‐rRNA synthesis.^[^ ^85^, ^86^, ^87^ ^]^ Here, we found that pre‐rRNA may facilitate TopBP1‐dependent DNA damage response. It is possible that pre‐rRNA may also interact with TopBP1 in nucleolus for the replication stress response at rDNA loci.

Our study shows that the interaction between pre‐rRNA and TopBP1 is induced by DSBs. Pre‐rRNA is synthesized by RNA Pol I and processed by numerous enzymes in nucleoli.^[^ ^78^, ^79^ ^]^ Once it is processed, pre‐rRNA associates with other chaperones and quickly translocates from nucleoli to cytoplasm.^[^ ^78^, ^79^ ^]^ Since IR treatment induces ribosomal biogenesis stress, transcription of pre‐rRNA is transiently suppressed, transcription machinery and processing factors relocate to the edge of nucleoli or are released from the nucleoli.^[^ ^88^, ^89^, ^90^ ^]^ In this study, we found that pre‐rRNA also relocated to DSBs. Thus, during the DSBs response, pre‐rRNA is released from nucleoli, recruited to DSBs, and recognized by TopBP1. Alternatively, it is possible that exportation of processed pre‐rRNP from nucleoli to cytoplasm may be affected when DSBs occur, which induces the relocation of pre‐rRNA to DSBs. Moreover, it is possible that other DSB repair factors may also recognize pre‐rRNA. In particular, the BRCT domain has been identified in several DNA damage repair factors. We anticipate that more pre‐rRNA‐mediated interactions will be uncovered during DNA damage repair in the near future.

## 4 Experimental Section

### Cell Culture and Animals

HEK293T, HCT116, HeLa, DR‐GFP‐U2OS, WT MEFs, and *H2ax^−/−^* MEFs were cultured in DMEM supplemented with 10% fetal bovine serum, 1% penicillin, and 1% streptomycin. Wildtype male mice were obtained from the Westlake University Animal Center. All animal experiments were performed by strictly adhering to the Guide for the Care and Use of Laboratory Animals. The protocols for animal experiments were approved by the Westlake University Animal Care and Use Committee (approval number 20‐029‐YXC and 20‐037‐YXC).

### Plasmid Constructs and siRNAs

The cDNA encoding full‐length and deletion mutants of human TopBP1 was inserted into SFB vector for the ectopic expression in mammalian cells. To generate GST‐TopBP1‐BRCT4‐5, the cDNA encoding TopBP1‐BRCT4‐5 was inserted into the pGEX‐4T‐1 vector. The cDNA was amplified with the following primers:

EcoRI‐TopBP1‐BRCT4‐5‐Forward: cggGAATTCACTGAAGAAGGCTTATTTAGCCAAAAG

XhoI‐TopBP1‐BRCT4‐5‐Reverse: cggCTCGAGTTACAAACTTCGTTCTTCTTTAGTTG

For GFP‐TopBP1‐BRCT4‐5, the pEGFP‐C1‐TopBP1‐BRCT4‐5 construct was generated. Then, the cDNA encoding GFP‐TopBP1‐BRCT4‐5 was subcloned into pGEX‐4T‐1 vector with the following primers:

XhoI‐TopBP1‐BRCT4‐5‐Forward: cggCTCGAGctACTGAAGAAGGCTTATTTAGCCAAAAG

EcoRI‐TopBP1‐BRCT4‐5‐Reverse: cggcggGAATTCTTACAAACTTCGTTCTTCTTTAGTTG

recombinant cloning primer Forward:

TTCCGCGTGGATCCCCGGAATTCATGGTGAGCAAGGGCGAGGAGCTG

recombinant cloning primer Reverse:

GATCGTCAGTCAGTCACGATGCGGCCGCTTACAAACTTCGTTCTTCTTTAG

siRNA targeting human TopBP1 was chemically synthesized (Sangon Biotech):

sense: GCGUAAGUGAAUCAAUAUGUATT;

antisense:UACAUAUUGAUUCACUUACGCTT.

siRNA transfection was performed using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer's protocol.

### Antibodies

Detailed information of antibodies used in this study: anti‐Flag (Sigma, Rabbit, F7425), anti‐TopBP1 (Santa Cruz, Mouse, sc‐271043; BETHYL, Rabbit, A300‐111A), anti‐γH2AX (Novus, Rabbit, NB100‐384; CST, Rabbit, 9718), anti‐SCP3 (Santa Cruz, Mouse, sc‐74569; Novus, Rabbit, NB300‐232), anti‐rRNA (Novus, Mouse, NB100‐662), anti‐RPL7A (ABclonal, Rabbit, A13713), anti‐RPS3 (ABclonal, Rabbit, A2533), anti‐FBL (CST, Rabbit, 2639S; Santa cruz, Mouse, sc‐166001), IgG (Rabbit, CST, 2729), IgG (Mouse, CST, 3420), anti‐ATR (BETHYL, Rabbit, A300‐137A), anti‐Chk1 (Novus, Rabbit, NB100‐464), anti‐pATR (T1989) (GeneTex, Rabbit, GTX128145), anti‐pChk1 (Ser345) (CST, Rabbit, 2348), anti‐GAPDH (CST, Mouse, 97 166), anti‐pH3 (Ser10) (CST, Rabbit, 9701), anti‐Puromycin (Millipore, Mouse, MABE343), anti‐GAPDH (HUABIO, Rabbit, ET1601‐4), anti‐Histone H3 (CST, Rabbit, 4499S), anti‐ATM (GeneTex, Mouse, GTX70107), anti‐pATM (S1981) (ROCKLAND, Mouse, 200‐301‐400), anti‐pRPA (Novus, Rabbit, NBP1‐23017), anti‐Rad9 (Santa Cruz, Mouse, sc‐74464), anti‐RAD51 (abcam, Rabbit, ab63801).

### PAR‐CLIP, RNA Sequencing, and Data Analysis

HEK293T cells stably expressing SFB empty vector or SFB tagged TopBP1 were incubated with DMEM in 37 °C, 5% CO_2_ incubator. 6SG (Sigma) (final concentration, 0.1 mm) was added to the cell culture medium 6 h prior IR. Eight hours after 10 Gy of IR, the cells were placed in a tray filled with ice to keep cells cold and cross‐linked with 0.4 J cm^−2^ total energy of 365 nm UV. Subsequently, for the isolation of nucleolar fraction and cytoplasmic fraction assay, the cells were washed with ice‐cold PBS. Then, the cells were resuspended in a hypotonic buffer (10 mm HEPES pH 7.9, 10 mm KCl, 1.5 mm MgCl_2_, 0.5 mm DTT) in the presence of protease inhibitor cocktail (Roche), phosphatase inhibitor cocktail (Roche), and RNase inhibitor, and then incubated on ice for 5 min. The cells were then ruptured using precooled Dounce homogenizer and the tight pestle (VWR Cat. 62400–595). The homogenized cells were centrifuged at 1000 rpm for 5 min at 4 °C. The supernatant was collected as cytoplasmic fraction. Resuspend the pellet with buffer S1 (0.25 m sucrose, 10 mm MgCl_2_). Layer the resuspended pellet on top of buffer S2 (0.35 m sucrose, 0.5 mm MgCl_2_). Centrifuge at 2500 rpm for 5 min at 4 °C to further purify nuclei. The pellet was resuspended in buffer S2 and sonicated on ice. The sonicated sample was then layered on top of buffer S3 (0.88 m sucrose, 0.5 mm MgCl_2_) and centrifuged at 3500 rpm for 10 min at 4 °C to purify nucleoli. The nucleolar pellet was resuspended in buffer S2 and centrifuged at 2500 rpm for 5 min at 4°C. The pellet that contained highly purified nucleoli was resuspended in buffer S2 as a nucleolar fraction. RNAs from nucleolar fraction and cytoplasmic fraction were extracted by TRIzol reagent (Life Technologies) according to the manufacturer's protocol and then analyzed by sequencing of RNA. For TopBP1‐binding RNA using PAR‐CLIP assay, the cells were lysed in NETN300 (50 mm Tris‐HCl, pH 7.5, 300 mm NaCl, 2 mm EDTA, 1% NP40) in the presence of protease inhibitor cocktail (Roche), phosphatase inhibitor cocktail (Roche), RNase inhibitor and VRC, diluted with NETN0. The cell lysates were incubated with High Capacity Streptavidin Resin for 6 h at 4 °C. The beads were washed three times for 1 h with NETN300. After eluting two times for 1 h with biotin at 4 °C, the elution was incubated with anti‐Flag beads (Sigma) for 6 h at 4 °C. The beads were washed three times for 1 h with NETN300. Then, the protein‐associated RNA was isolated from the beads using proteinase K digestion and precipitated with phenol–chloroform. After ethanol‐precipitated, the RNA was resuspended with nuclease‐free water. Next, sequencing of RNA isolated by PAR‐CLIP was performed by LC‐Bio Technology CO., Ltd., Hangzhou, Zhejiang, China.

The raw fastq files were analyzed using FastQC (v0.11.9). Sequencing adaptors and low‐quality (base quality score<20) reads were trimmed by trim galore (v0.6.6). Reads shorter than 20 nt were discarded. The trimmed reads were aligned to the 45S rDNA locus by STAR (v2.7.8a). The 45S rDNA annotation file was transformed into GTF format using gffread (v0.12.1). The expression levels of 18S, 5.8S, 28S rRNA, ITS1, ITS2, 5′ETS, and 3′ETS were quantified by FeatureCounts (v2.0.1). In addition, the reads that were not mapped to 45S rDNA were aligned to the human GRCh38 CDS and ncRNA (ENSEMBL, release‐105) FASTA sequences by STAR. Total RNA was calculated including reads aligned to the 45S DNA, CDS, or ncRNA. The normalized count (counts per million‐CPM) in 18S rRNA, 28S rRNA, ITS1, ITS2, and 5′ETS regions were quantified in each 200 bp bin. 3′ETS region was quantified in each 100 bp bin and the normalized counts in 5.8S rRNA region were quantified in each 10 bp bin.

### RNA‐ChIP (RIP) Assay

Cells were fixed in 1% formaldehyde for 10 min at room temperature, then quench cross‐linking with 0.125 m glycine for 5 min. Cells were washed twice with cold PBS and collected. Lysate the cells with 10 V of RIP buffer (100 mm KCl, 5 mm MgCl_2_, 10 mm Hepes pH 7.5, 0.5% NP‐40, 1 mm DTT, 2 mm VRC, 100 U mL^−1^ RNase inhibitor, protease inhibitor cocktail). The cells were homogenized by sonication to an average fragment size of 500–1000 nucleotides and then centrifuged at 15 000 rpm for 30 min at 4 °C to remove the insoluble materials. Next, lysates were immunoprecipitated with the indicated primary antibodies following the ChIP protocol. Then, lysates were incubated with ChIP Grade Protein A/G Plus Agarose (Thermo Fisher Scientific) in cold room. After washing the beads, cross‐links were reversed following the ChIP protocol. Then, RNA was precipitated with phenol–chloroform and treated extensively with DNase I. After ethanol‐precipitated, the RNA was resuspended with nuclease‐free water. Then, cDNA was synthesized using the SuperScript III First‐Strand Synthesis System for RT‐PCR kit with random primers (Invitrogen). RT‐qPCR was performed in triplicate using SYBR Green Master Mix on CFX connect Real‐Time PCR Detection System (Biorad). Sequences of the primers:

hITS1‐qPCR‐S, CGAGAGCCGGAGAACTCGG;

hITS1‐qPCR‐AS, GCCGACACCCACGTCGTC;

hITS2‐qPCR‐S, CGGGCCCTGCGTGGTCAC;

hITS2‐qPCR‐AS, GGAGGAACCCGGACCGCAG;

mITS1‐qPCR‐S, GGCTCTCCCTCAGACTCCAT;

mITS1‐qPCR‐AS, GGAAAAACACGGGAACGACA;

mITS2‐qPCR‐S, GTCTCCCGAAGTTCAGACGTG;

mITS2‐qPCR‐AS, GGACCGAGAAAGACTGGTGAG.

### I‐SceI‐Mediated DSBs System and Chromatin Immunoprecipitation (ChIP)

HCT116 cells that have a solo I‐SceI site on the X chromosome were infected with lentiviral vectors expressing I‐SceI‐GR or empty vector. Then, the cells were treated with doxycycline (Dox) for inducing I‐SceI‐GR expression. Next, acetonide (TA) was added to the cells to induce the translocation of I‐SceI from cytoplasm into the nucleus for generating a solo DSB in each cell. The samples were then subjected to ChIP assay. ChIP assays were described previously.^[^ ^91^, ^92^ ^]^ Briefly, samples were immunoprecipitated with TopBP1, γH2AX, rRNA, or FBL antibodies following the ChIP protocol. Finally, DNA was extracted with phenol‐chloroform. After isopropanol‐precipitated in the presence of glycogen (Thermo Fisher Scientific), DNA was dissolved in nuclease‐free water. qPCR was performed in triplicate. Sequences of the primers were:

500BP‐S, CTCTTCAGCAATATCACGGGTAGC;

500BP‐AS, TGGACGAAGAGCATCAGG.

### Stellaris RNA FISH and Immunofluorescence Staining for Somatic Cells

Stellaris RNA FISH and immunofluorescence were performed according to the manufacturer's protocol.^[^ ^55^ ^]^ Briefly, cells were grown on glass coverslips and treated with IR. After washing with PBS, the cells were treated with HEB buffer for 30 min, then, in addition to adding sucrose solution for 30 min. The cells were fixed with 2% paraformaldehyde and permeabilized with 0.2% Triton X‐100 in PBS for 30 min at room temperature. After washing with PBS, cells were rehydrated with wash buffer A at room temperature for 5 min. Then the cells were incubated with hybridization buffer with 12.5 pmol RNA FISH pre‐rRNA probe sets in a humidified chamber overnight at 37 °C. Then cells were washed once by wash buffer A at room temperature for 10–30 min and subjected to immunofluorescence staining. After washing with PBS, the cells were then incubated with primary antibody, which were diluted in 3% BSA. The cells were then washed with PBST (PBS with 0.2% Tween 20) and incubated with secondary antibody. Then, the cells were then washed with PBST (PBS with 0.2% Tween 20). The coverslips were mounted, and the cells were imaged on an LSM 800 confocal Airyscan (Zeiss, Oberkochen, Germany). For RNA polymerase inhibitor treatment, Pol I inhibitor BMH‐21 (1 µm) was added to the cell culture medium 2 h before IR. Then, 24 h after IR, the cells were fixed and stained with indicated antibodies for immunofluorescence staining. Processing and quantitative measurements of fluorescence intensities were performed with ImageJ. DNA damage foci were counted by FociPicker3D.

RNA FISH pre‐rRNA probes were:

Human‐ITS1‐Cy3, CCTCGCCCTCCGGGCTCCGTTAATGATC;

Human‐ITS2‐Cy3, CTGCGAGGGAACCCCCAGCCGCGCA.

### Harvesting Spermatogonia, Meiotic Spreads of Spermatocytes

These experimental procedures have been described previously.^[^ ^55^ ^]^ Briefly, spermatogonia were isolated from 3‐week‐old mice. Then, the cells were cultured in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% FBS, 1% penicillin, and 1% streptomycin at 37 °C with 5% CO_2_. For meiotic spreads of spermatocytes, the cells were resuspended with freshly prepared Methanol/Acetic Acid fixation fixative (Methanol:Acetic Acid = 3:1) or paraformaldehyde fixation fixative. Finally, the cells were dropped onto glass slides and air‐dried.

### RNA FISH and Immunofluorescence Staining for Meiotic Spreads

Similar to procedures used in somatic cells, Stellaris RNA FISH and immunofluorescence staining were performed according to the manufacturer's protocol. Briefly, slides were rehydrated with wash buffer A (SMF‐WA1‐60, Bioresearch technologies, USA) at room temperature for 5 min. Then, the slides were incubated with hybridization buffer (SMF‐HB1‐10, Bioresearch technologies, USA) with 12.5 pmol RNA FISH probe overnight at 37 °C. The slides were washed once by wash buffer A at room temperature for 10–30 min and subjected to immunofluorescence staining. Of note, the immunofluorescence staining was performed after RNA FISH staining to detection of both RNAs and proteins. RNA FISH pre‐rRNA probes were:

Mouse‐ITS1‐Cy3, ACGGGTCAAAAACCCGTAACGACGTA,

CCCCAGCCAACGTAGAAAAGCCAGA,

AAAAAAGGGTCGGGAGCGGAAAAACA,

AGCAGGAACGAAACGAGACACGTGT;

Mouse‐ITS2‐Cy3, GGTTGGCCCTGCGAGCAAACTCCCAGCCG,

ACCGCCCACACGTCTGAACTTCGGGAGAC,

CCGCAGGGGACCGACCACCACCTCGGCG.

### RNase A Treatment, RNase H Treatment, GST‐Protein Hybridization, and Pre‐rRNA Blocking Assays

For RNase A treatment or RNase H treatment, the cells were permeabilized with 0.2% Triton X‐100 in PBS for 5 min at room temperature. Then 200 µg mL^−1^ RNase A (NEB) or 100 U mL^−1^ RNase H (NEB) was applied to the cells for 1 h at room temperature and washed three times with PBS. Then, the cells were fixed with 2% paraformaldehyde to IF or GST‐protein hybridization. For GST‐protein hybridization, 0.2 µg µL^−1^ recombinant GST‐proteins were added to the cells and incubated for 1 h at room temperature. After washing with PBS, the cells were then stained with the GST and γH2AX antibodies. For pre‐rRNA blocking, 1 µg µL^−1^ of pre‐rRNA was pre‐incubated with 0.2 µg µL^‐1^ GST‐proteins for 30 min at room temperature and then subjected to the GST‐protein hybridization process.

### RNA Polymerase Inhibitors Treatment and ATM Kinase Inhibitor Treatment Assays

For RNA polymerase inhibitors treatment, Pol I inhibitor (BMH‐21) (1 µm), Pol II inhibitor (α‐amanitin) (10 µg mL^−1^), or Pol III inhibitor (ML‐60218) (10 µm) was added to the cell culture medium for 2 h before ionizing radiation. For ATM kinase inhibitor treatment, KU‐55933 (Selleck) (10 µm) was added to the cell culture medium 2 h before ionizing radiation. KU‐60019 (Selleck) (3 µm) was added to the cell culture medium 6 h before ionizing radiation. For all treatments, 2 h after IR, the cell culture medium was changed.

### In Vitro GST Pulldown Assay and BLI Assays

Terminal GST‐tagged TopBP1‐BRCT4‐5 were expressed in BL21(DE3)pLysS (Promega) followed by protein purification with Glutathione Sepharose 4B (17‐0756‐05, GE Healthcare). Purified GST‐TopBP1‐BRCT4‐5 proteins were incubated with total RNA at 4 °C for 2 h. Then, Glutathione Sepharose 4B beads were added to the reaction mixture and incubated for 1.5 h at 4 °C. The beads were washed three times with NETN100 at 4 °C, and the supernatant was discarded. PK buffer was added to the beads and incubated for 10 min at 37 °C. The same volume of Urea/PK buffer was subsequently added to the mixture and sequentially incubated for 10 min at 37 °C. After incubating with the buffer, the mixture was centrifuged at 4 °C and the supernatant was discarded. RNA was precipitated with ethanol in the presence of glycogen (Thermo Fisher Scientific). Then, cDNA was prepared from precipitated RNA using SuperScript III and random primers (Invitrogen). RT‐qPCR was performed in triplicate.

For BLI assay, purified GST‐TopBP1‐BRCT4‐5 and Biotin‐pre‐rRNA fragments were added to the PBST buffer (PBS, 0.2% Tween 20) with indicated concentrations. Biotin‐pre‐rRNA fragment was chemically synthesized (Tsingke):

25 nt, AUCGACACUUCGAACGCACUUGCGG;

6 nt, CGCACU;

3 nt, GGG.

### Northern Blotting

Precipitated RNA from in vitro pulldown assay was subjected to northern blotting. Briefly, RNA was first separated on 1.5% denatured agarose gel in MOPS buffer, then transferred to positively charged Amersham Hybond‐N+ membranes (GE Healthcare) in 20× SSC buffer. Then, the membranes were cross‐linked with 0.12 J cm^−2^ 254 nm UV and dried at 80 °C for 30 min. After pre‐hybridization with Ambion ULTRAhyb‐Oligo buffer for 30 min, the membranes were hybridized with different Biotin‐labeled probes for at least 3 h. Finally, the signal was detected with the Chemiluminescent Nucleic Acid Detection Module Kit (Thermo Fisher Scientific). The Biotin‐labeled probes were:

ITS1‐Biotin, CCTCGCCCTCCGGGCTCCGTTAATGATC;

ITS2‐Biotin, CTGCGAGGGAACCCCCAGCCGCGCA.

### Co‐Immunoprecipitation (Co‐IP) and Western Blotting

HEK293T cells stably expressing SFB‐TopBP1 were treated with or without IR. Twenty‐four hours after IR, the cells were lysed in 0.5% Triton X‐100 lysis buffer (20 mm Tris‐Cl, pH 7.5, 150 mm NaCl, 0.5% Triton X‐100, 10% glycerol, and 1 mm EDTA) in the presence of DTT, protease inhibitor cocktail (Roche), phosphatase inhibitor cocktail (Roche), RNase inhibitor, VRC and 25 U mL^−1^ DNase I (Beyotime). Then, the cell lysates were incubated with anti‐Flag beads (Sigma) for 6 h at 4 °C. The beads were washed three times with lysis buffer containing 300 mm NaCl. For RNase A treatment, RNase A (NEB) (200 µg mL^−1^) was applied to the beads in lysis buffer for 1 h at 4 °C. Then, the beads were washed three times with lysis buffer. The samples were analyzed by Western blotting with the indicated antibodies.

### In Vitro Phase Separation Assay and FRAP

In vitro phase separation assay was performed in the phase separation buffer (20 mm Tris‐HCl, pH 7.5, 100 mm NaCl, 5 mm KH_2_PO_4_, 1.5 mm MgCl_2_, and 1 mg mL^−1^ BSA). Purified GFP‐TopBP1‐BRCT4‐5 and pre‐rRNA were added to the buffer with indicated concentrations, and PEG8000 (NEB) (final concentration, 5% (w/v)) was also added. The mixture was directly pipetted onto glass‐bottomed dishes (NEST), and observed by a Nikon confocal microscope with 40× differential interference contrast (DIC). The method used for pre‐rRNAs isolated from 293T cells has been described previously.^[^ ^55^ ^]^

For in vitro FRAP experiments, liquid droplets photobleached with 80% laser power for 1 s using 488‐nm lasers were performed on a Nikon confocal microscope with 40× differential interference contrast (DIC).

### GFP Reporter Assays

This system was described previously.^[^ ^91^, ^93^ ^]^ Briefly, DR‐GFP‐U2OS cells were transfected with the I‐SceI‐GR plasmid. Then, the cells were treated with doxycycline and TA to induce DSBs. Two days after treatment, the efficiency of homologous recombination repair was examined by FACS.

### Cell Cycle Checkpoint Assays

For the transient G2/M transition checkpoint assay, 2 h before IR, the cells were treated with RNA polymerase inhibitors. One hour after 2 Gy of IR, the cells were fixed with 70% ethanol and permeabilized with 0.2% Triton X‐100 in PBS for 10 min at room temperature. After washing with PBS, the cells were then incubated with anti‐Histone H3 pSer10 antibody, which was diluted in 3% BSA. After washing, the cells were incubated with FITC secondary antibody. Finally, the cells were treated with RNase A for 10 min at room temperature, and incubated with propidium iodide. The pSer10 (pH3) positive cells were examined by FACS.

For 5‐ethynyl‐2′‐deoxyuridine (EdU)‐labeling experiment, 2 h before IR, the cells were treated with RNA polymerase inhibitors. After 10 Gy of IR, the cells were incubated with 10 µm EdU for 30 min. Then, the cells were fixed with cold 70% ethanol at 4 °C overnight, which can be stored for up to 1 week. Then, the Click‐iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Invitrogen, C10425) and FxCycle Violet Stain (Invitrogen, F10347) were used. FACS was performed to examine DNA synthesis of S phase through median EdU intensity.

### Statistical Analysis

All results were analyzed using GraphPad Prism 5.0 software and Microsoft Excel. The representative images of IF staining and Western blotting are shown. The data are shown as means ± S.D. Significant differences between the two groups were performed using two‐tailed Student's *t*‐test. For all experiments, *p*‐values < 0.05 was considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

D.X., X.G., and Y.M. contributed equally to this work. X.Y. designed the project. D.X., X.G., Y.M., Z.L., and Q.L. performed the experiments. All the authors analyzed the data. D.X. and X.Y. wrote the manuscript. All authors reviewed the results and approved the final version of the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. All datasets have been deposited in the GEO Datasets under the GEO accession number GSE213073 and GSE182987.

# Supplementary material for: Pre‐rRNA Facilitates TopBP1‐Mediated DNA Double‐Strand Break Response
**Source:** Adv Sci (Weinh). 2023 Aug 15;10(28):2206931. doi: 10.1002/advs.202206931
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202206931

Pre-rRNA Facilitates TopBP1-Mediated DNA Double-Strand Break Response

*Di Xin, Xiaochen Gai, Yidi Ma, Zexing Li, Qilin Li and Xiaochun Yu\**

## Supplemental Figure S1

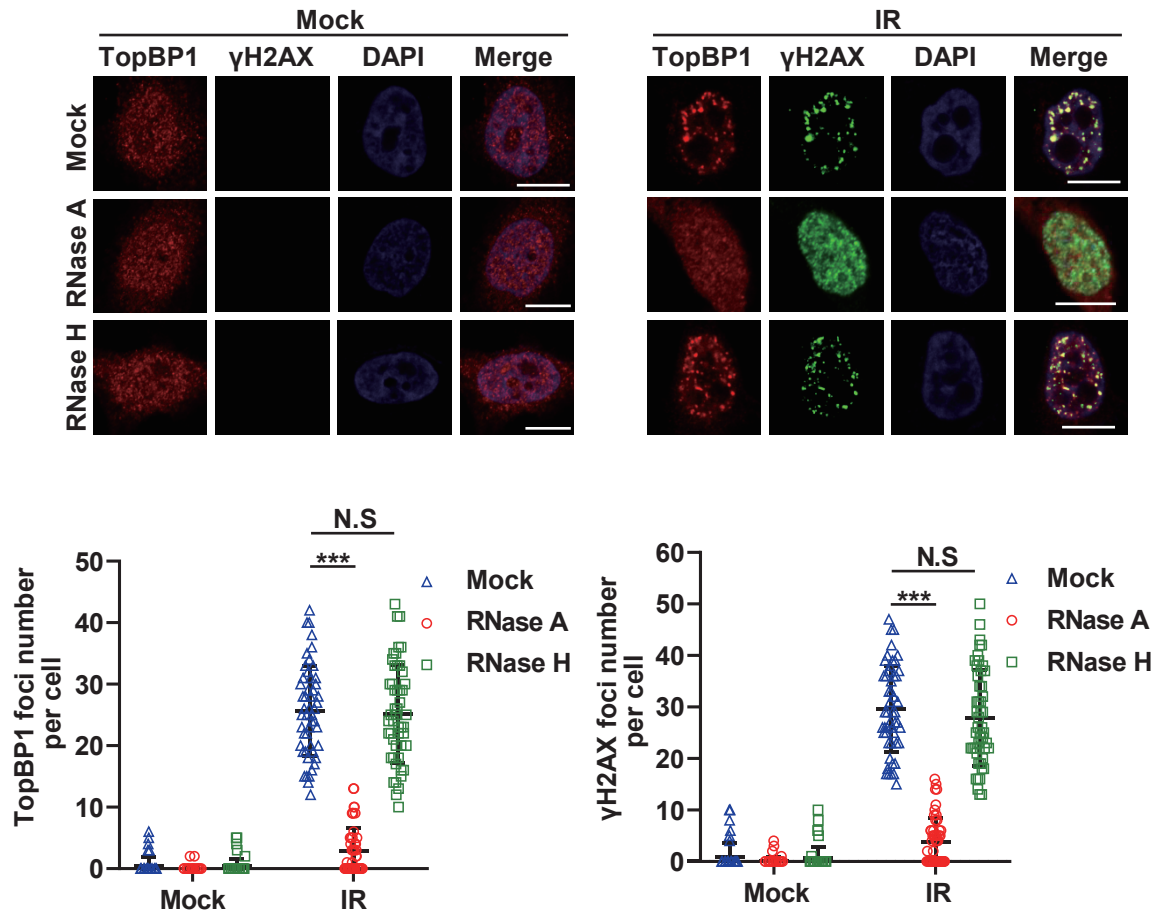

**Supplemental Figure S1. The RNase A treatment impairs IRIF of TopBP1.** Following 10 Gy of IR, HCT116 cells were treated with RNase A or RNase H. IRIF of TopBP1 and γH2AX was examined by anti-TopBP1 and anti-γH2AX antibodies (upper panels). The foci in each cell were counted (lower panels). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). Two-tailed student's  $t$  test is used to determine statistical significance. \*\*\*,  $p < 0.001$ ; N.S., not significant, versus control groups. Scale bars, 10  $\mu$ m.

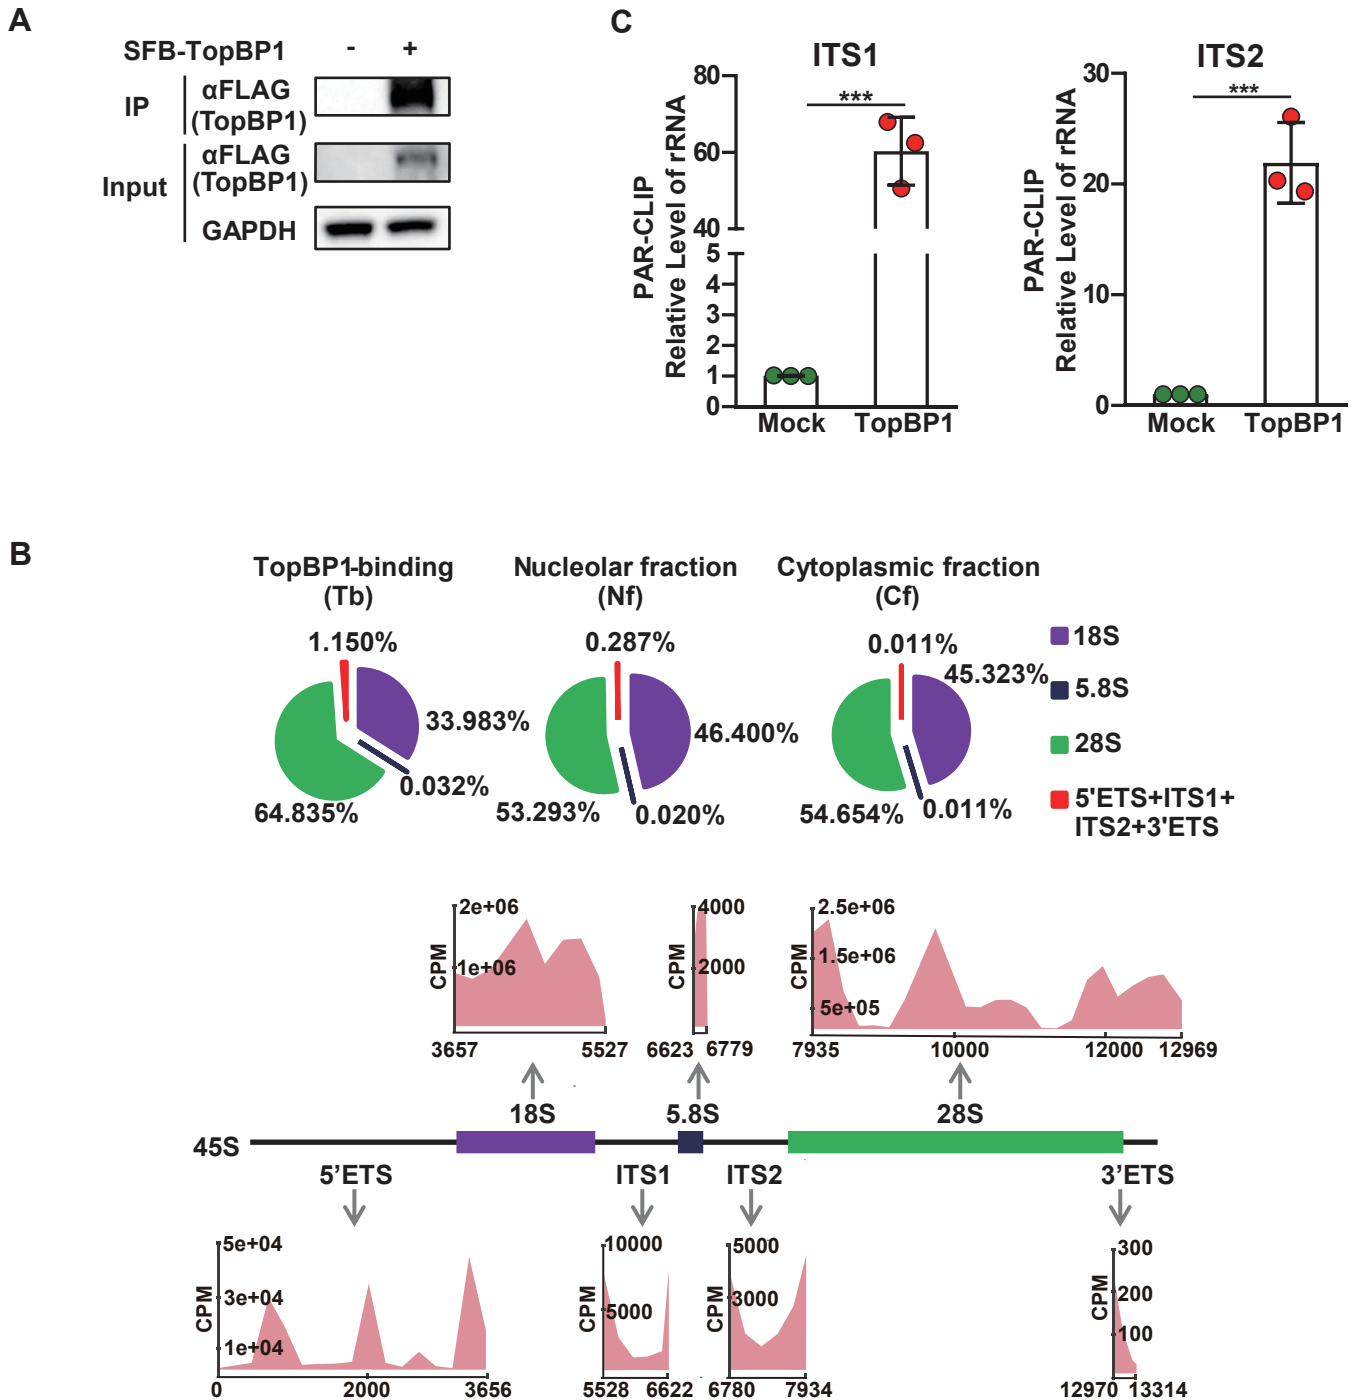

**Supplemental Figure S2. TopBP1 is associated with pre-rRNA.** (A) 293T cells stably expressing SFB-TopBP1. Immunoblotting with the indicated antibodies was performed to examine the expression of SFB-TopBP1. (B) TopBP1-associated RNA covers the whole 45S pre-rRNA region. The RNA sequencing reads amount from TopBP1-binding, nucleolar fraction or cytoplasmic fraction in each region of 45S pre-rRNA were compared (upper panels). Distribution of TopBP1-bound rRNA on 45S rDNA locus (lower panels). (C) TopBP1 is associated with pre-rRNA. The association of pre-rRNA with TopBP1 was validated using RT-qPCR following PAR-CLIP. Data are represented as means  $\pm$  SD as indicated from three independent experiments. Two-tailed student's *t* test is used to determine statistical significance. \*\*\*,  $p < 0.001$ , versus control groups.

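Across the 83 bins, the log2 profile of counts per bp (scaled to bin counts as CPM, with a pseudocount of 1) had a mean Spearman's rho of 0.989 between the 3 pairs of TopBP1 libraries. The rho was 0.815 between the vector libraries. Over the 6 pairs of a vector and a TopBP1 library it averaged 0.861, from 0.952 to 0.958 for vector replicate 1 and from 0.766 to 0.769 for vector replicate 2. Per bp, 5.8S had 2256 counts in vector replicate 2, above 18S (1041) and 28S (878). In vector replicate 1 it had 436, below both (805 and 902). The 15 bins of 5.8S hold largely the same fragments, so each rho enters this difference 15 times. Pearson's r gave another order, with 0.963 between the vector libraries, 0.826 to 0.936 between the conditions and 0.988 to 0.994 between TopBP1 libraries. With the bin counts of each library set to the same total, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 54 bins that differed between TopBP1 and vector at an adjusted p under 0.05, of which 10 were higher and 44 lower in TopBP1. With TMM factors the same test found 23 higher and 29 lower, so the balance of the directions depends on the scaling. The median log2 fold change of all bins was -1.08 without TMM factors and -0.34 with them.
The 10 higher bins lie in 18S (4) and 28S (6). The 3 with the largest rise were 4258 to 4457 in 18S (log2 fold change 1.00, standard error 0.09, adjusted p = 0.000157 in edgeR's test), 4458 to 4657 in 18S (0.88, standard error 0.07, adjusted p = 8.60e-05 in edgeR's test) and 8335 to 8534 in 28S (0.57, standard error 0.09, adjusted p = 0.000999 in edgeR's test). All 15 bins of 5.8S and all 4 of the 3′ETS were lower in TopBP1. The largest fall was in the 3′ETS bin 13170 to 13269 (log2 fold change -4.46, standard error 0.54, adjusted p = 0.000541 in edgeR's test), where the vector libraries had 104 and 181 counts and the TopBP1 libraries 34, 15 and 45. In 28S, 14 of 25 bins were lower, down to a log2 fold change of -2.39 at 8535 to 8734. In the 5′ETS 5 of 17 bins, in ITS1 1 of 6 and in ITS2 4 of 6 were lower with this scaling, and none in these regions was higher. With TMM factors, 14 bins of 28S were higher and 4 lower, while 5.8S and the 3′ETS were lower in all their bins again. With DESeq2's own size factors, 1 bin of ITS1 and 1 of ITS2 were higher. Scaled by input reads in place of bin counts, 56 bins differed, 11 higher and 45 lower. In 69 of the 83 bins the 2 groups of libraries did not overlap, where chance gives 20%.

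**Figure D5:**
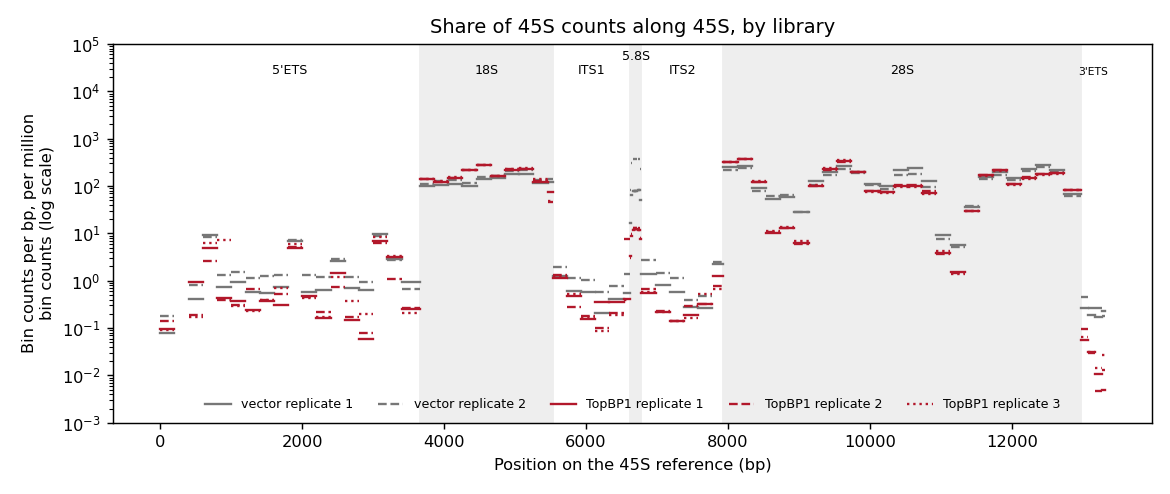
Counts per bp of each bin, scaled to the bin counts of the library (y axis, log scale), against the position on the 45S reference (x axis, bp). Grey lines are the vector and red lines the TopBP1 libraries, with replicates by line type. Grey bands mark 18S, 5.8S and 28S. The TopBP1 lines lie below the vector lines in 5.8S, in the 3′ETS and in 28S from 8535 to 9134.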

A

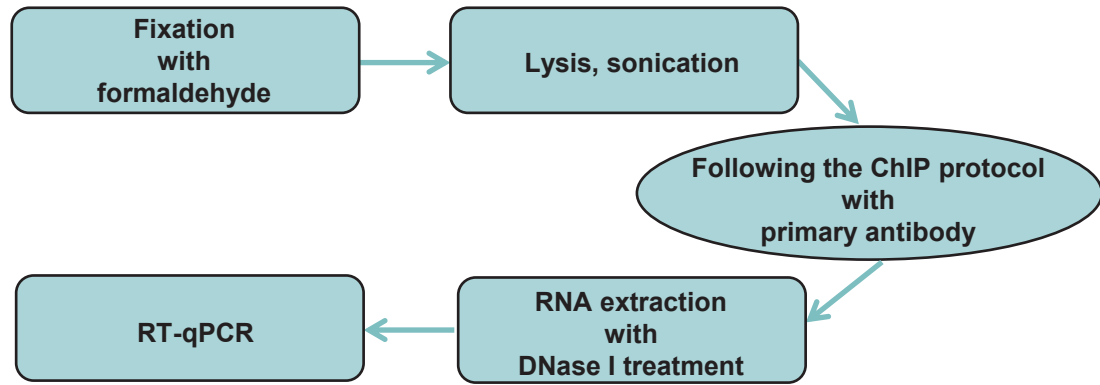

RNA-ChIP (RIP) procedure

B

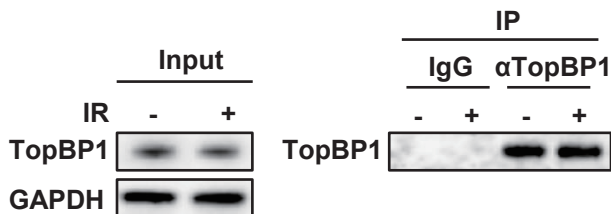

C

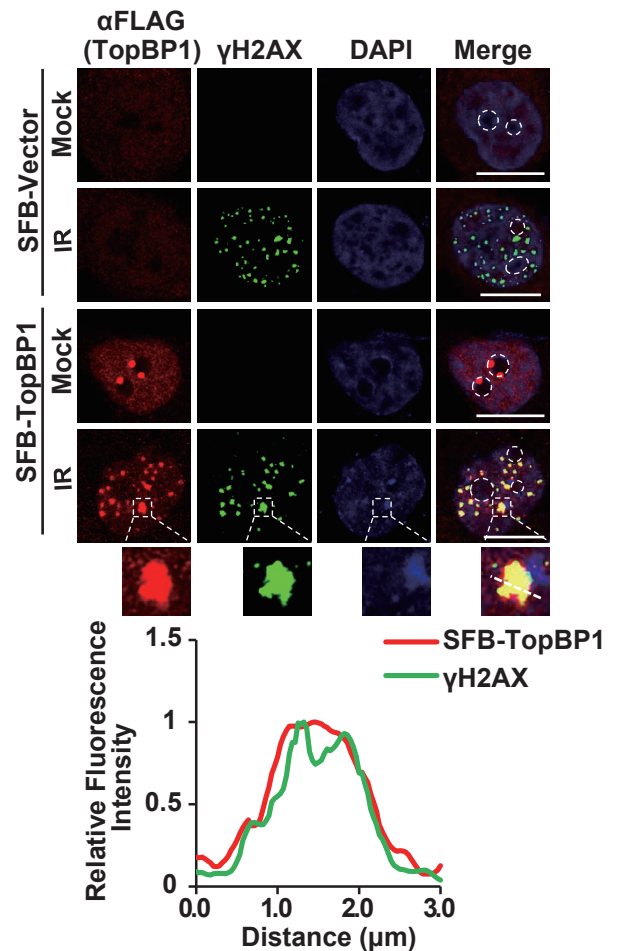

### Supplemental Figure S3. RNA-ChIP assays to identify TopBP1-associated RNA.

(A) A diagrammatic representation showing the procedure of RNA-ChIP (RIP). (B) The expression of endogenous TopBP1 is not altered by IR treatment. The cell lysates were immunoprecipitated with anti-TopBP1 antibody, followed by immunoblotting with anti-TopBP1 antibody (right panel). Protein inputs were shown in the left panel. (C) SFB-TopBP1 forms nuclear foci and localizes to the DSB sites following IR. HEK293T cells stably expressing SFB-TopBP1 or SFB-vector were treated with or without 10 Gy of IR. Then, IF was performed with anti-FLAG and anti- $\gamma$ H2AX antibodies (upper panels). The relative intensity of fluorescence signals is analyzed (lower panel). Nucleoli are marked by circular dashed lines. Scale bars, 10  $\mu$ m.

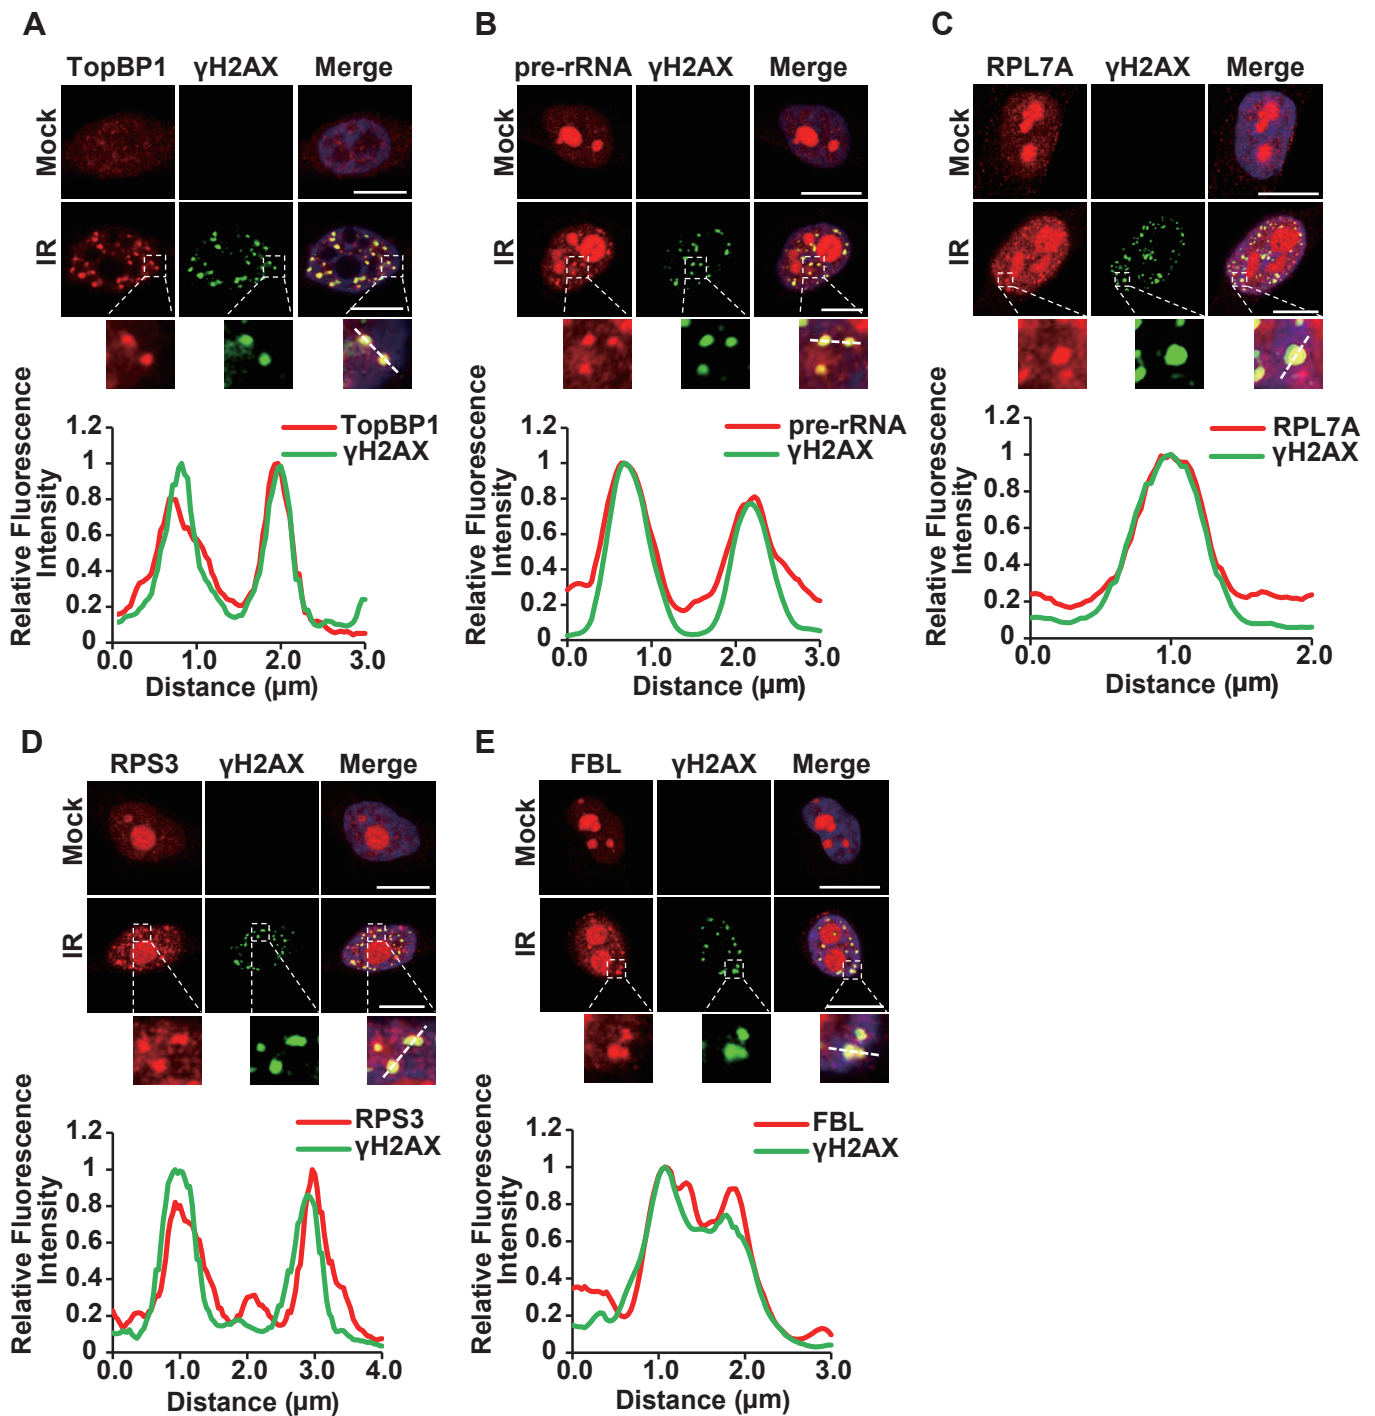

**Supplemental Figure S4. Pre-rRNPs colocalize with  $\gamma$ H2AX at DSBs.** (A)  $\gamma$ H2AX colocalizes with TopBP1 at DSBs. Following 10 Gy of IR treatment on HCT116 cells, IF was performed with anti-TopBP1 and anti- $\gamma$ H2AX antibodies. (B) Pre-rRNA colocalizes with  $\gamma$ H2AX at DSBs. Following 10 Gy of IR treatment on HCT116 cells, RNA FISH with pre-rRNA probes and IF with anti- $\gamma$ H2AX antibody were performed. (C-E) Pre-rRNA-associated proteins colocalize with  $\gamma$ H2AX at DSBs. Following 10 Gy of IR, IF was performed with anti- $\gamma$ H2AX and anti-RPL7A (C), or anti-RPS3 (D), or anti-FBL antibodies (E). The relative intensity of fluorescence signals is analyzed. Scale bars, 10  $\mu$ m.

## Supplemental Figure S5

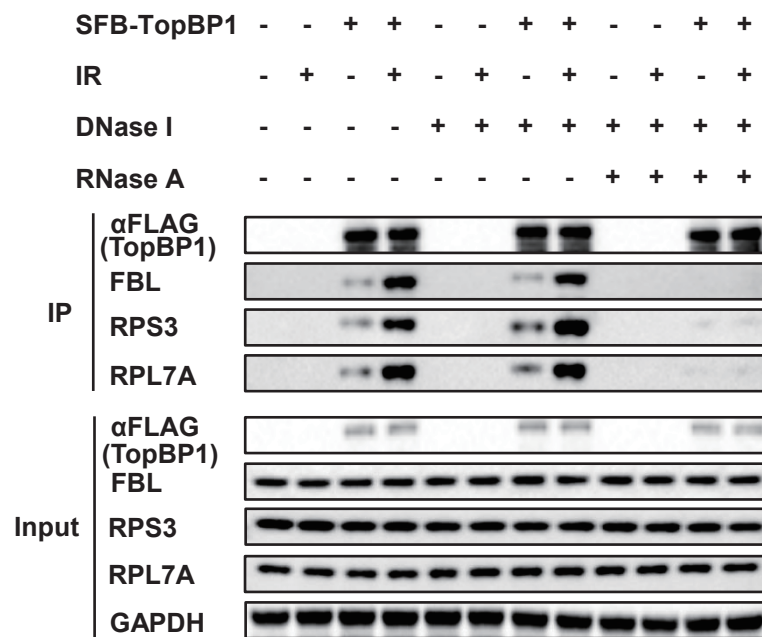

**Supplemental Figure S5. TopBP1 interacts with pre-rRNA-associated proteins.** HEK293T cells stably expressing SFB-TopBP1 were treated with or without 10 Gy of IR. Following with or without DNase I treatment, cell lysates were immunoprecipitated with anti-FLAG beads. The beads were treated with or without RNase A. Immunoblotting was performed with the indicated antibodies.

## Supplemental Figure S6

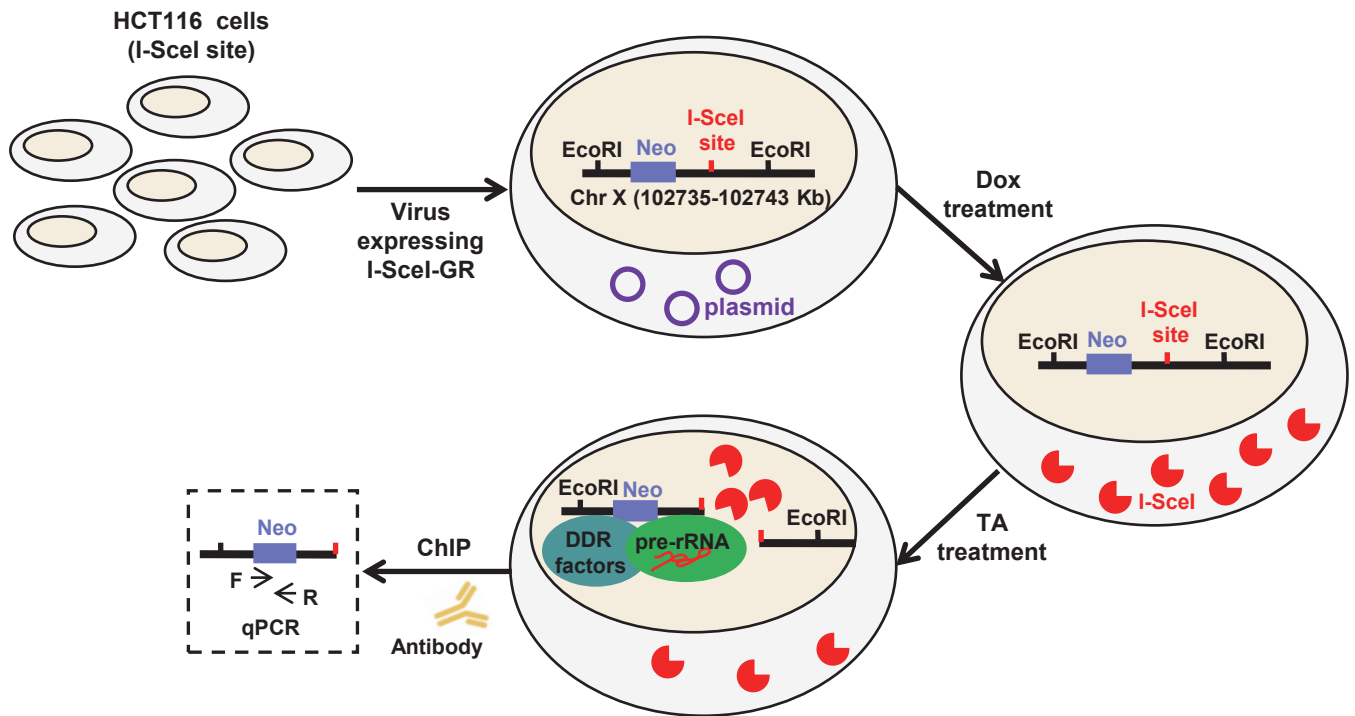

**Supplemental Figure S6. Diagrammatic representation showing the procedure of I-SceI-induced solo DSB system.** I-SceI is induced to express and translocate from cytoplasm to nucleus, where it creates a solo DSB. ChIP is performed with primary antibodies.

## Supplemental Figure S7

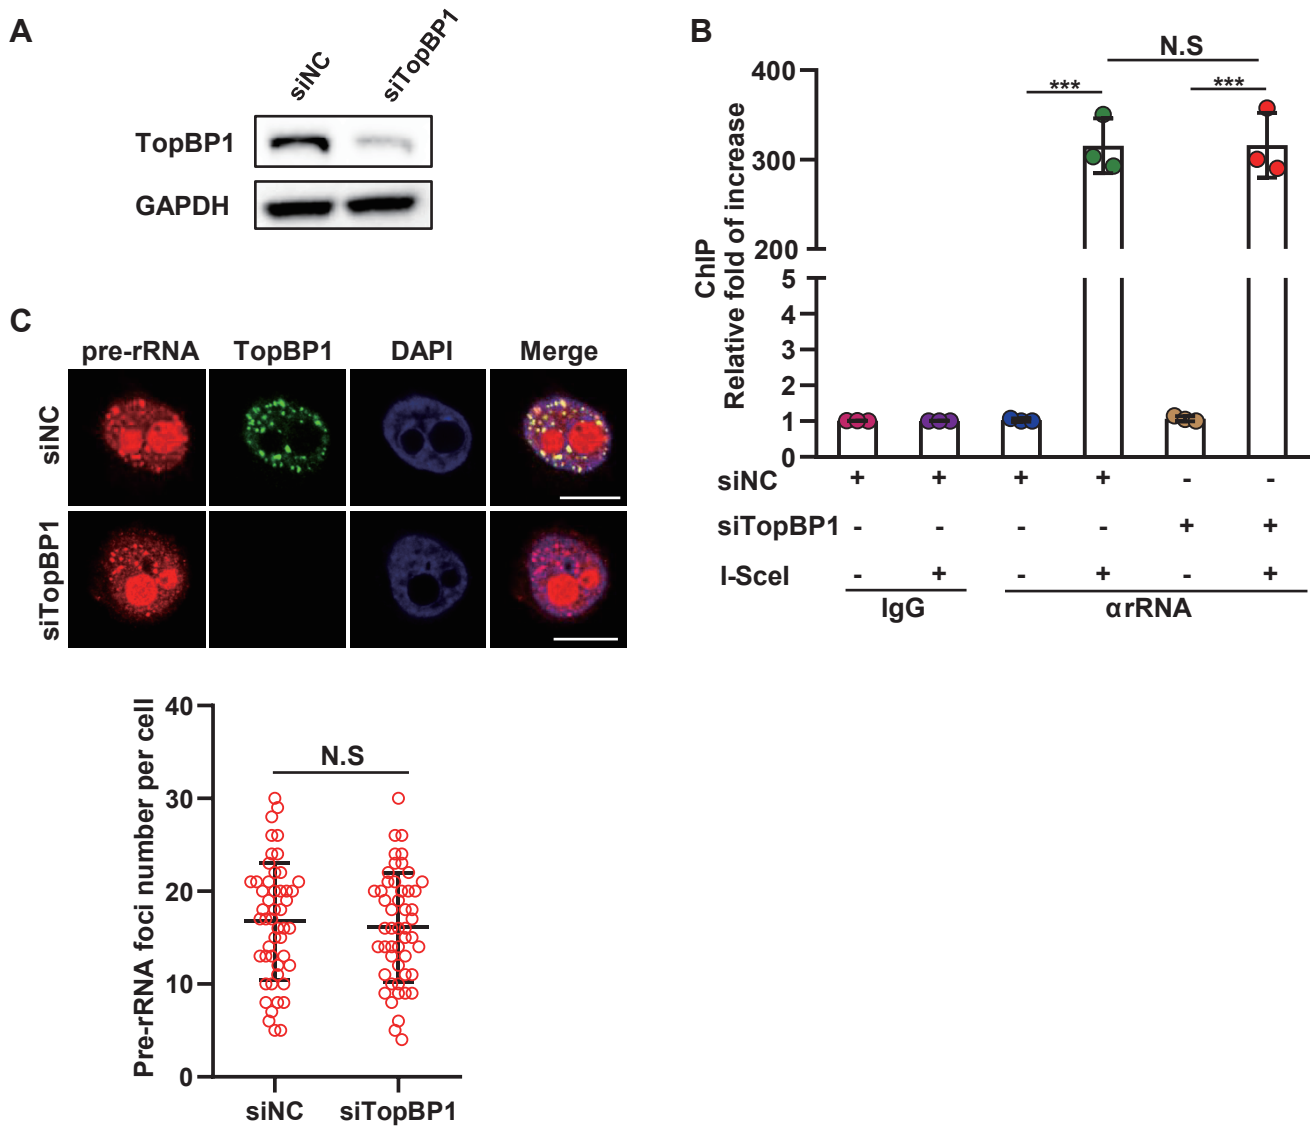

### Supplemental Figure S7. TopBP1 does not affect the loading of pre-rRNA to DSBs.

(A) siRNA treatment specifically down-regulates the expression of TopBP1. (B) Depletion of TopBP1 does not affect the accumulation of pre-rRNA to DSBs. The accumulation of rRNA at the DSB was examined by ChIP using the I-SceI-induced solo DSB system. Data are represented as means  $\pm$  SD as indicated from three independent experiments. (C) Depletion of TopBP1 does not affect the IRIF of pre-rRNA. IRIF of pre-rRNA was examined by RNA FISH with pre-rRNA probes (upper panels). The foci in each cell were counted (lower panel). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). Two-tailed student's  $t$  test is used to determine statistical significance. \*\*\*,  $p < 0.001$ ; N.S., not significant, versus control groups. Scale bars, 10  $\mu$ m.

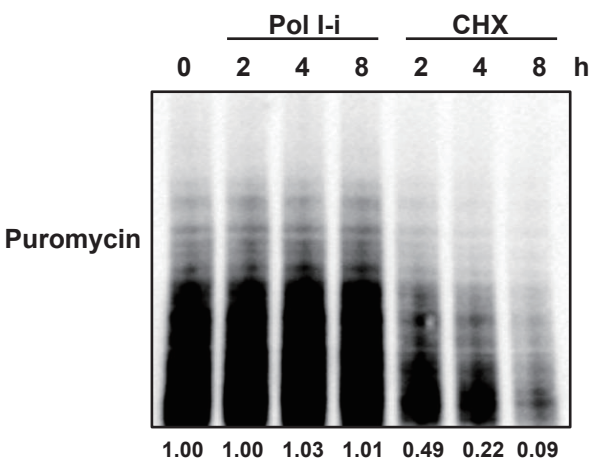

Neosynthesized protein assay

**Supplemental Figure S8. Transient RNA Pol I inhibitor treatment does not affect protein translation.** After BHM-21 (Pol I inhibitor) or Cycloheximide (CHX, translational elongation inhibitor) treatment, HCT116 cells were incubated with puromycin for 30 minutes. The neosynthesized protein was examined by immunoblotting using anti-puromycin antibody. Numbers below lanes indicate the relative densitometry of the protein presented.

## Supplemental Figure S9

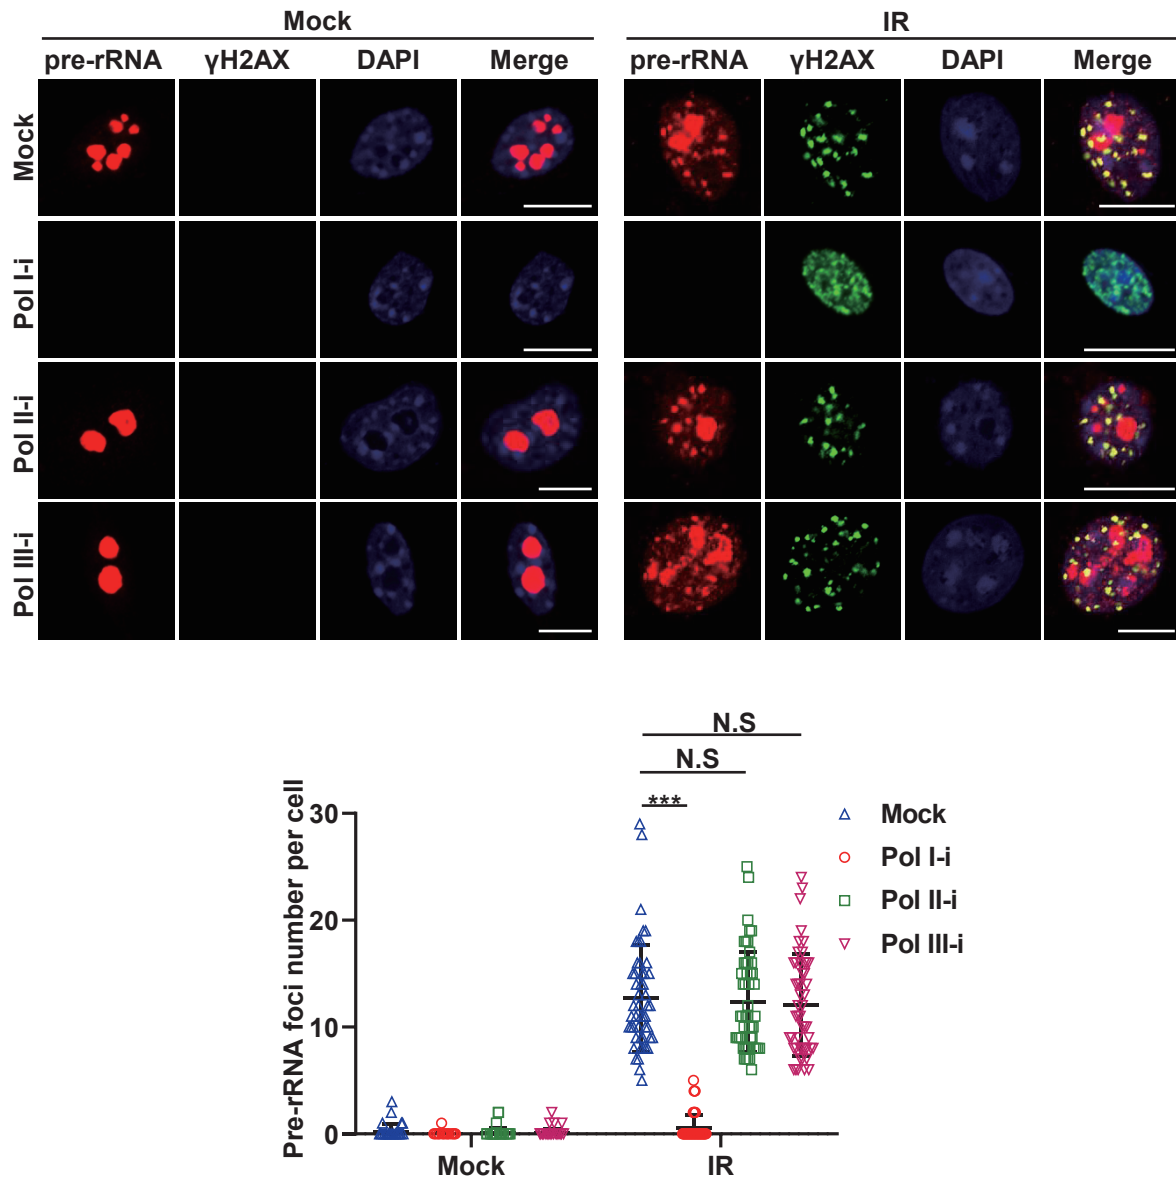

**Supplemental Figure S9. RNA Pol I inhibitor treatment affects the pre-rRNA foci at DSBs.** Following Pol I, Pol II or Pol III inhibitor treatment, MEFs were treated with or without 10 Gy of IR. RNA FISH with pre-rRNA probes and IF with anti-γH2AX antibody were performed (upper panels). Foci number in each cell was counted (lower panel). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). Two-tailed student's *t* test is used to determine statistical significance. \*\*\*,  $p < 0.001$ ; N.S., not significant, versus control groups. Scale bars, 10  $\mu$ m.

**Supplemental Figure S10. The foci formation of pre-rRNA is dependent on ATM- $\gamma$ H2AX axis.** (A) Detection of pre-rRNA and  $\gamma$ H2AX foci in WT and *H2ax*<sup>-/-</sup> MEFs. Following with or without 10 Gy of IR treatment on MEFs, RNA FISH with pre-rRNA probes and IF with anti- $\gamma$ H2AX antibody were performed (upper panels). Foci number in each cell was counted (lower panel). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). (B) and (C) ATM inhibitors treatment reduces the foci formation of  $\gamma$ H2AX and pre-rRNA. Following with or without ATM inhibitors treatment, MEFs were treated with or without 10 Gy of IR. Immunoblotting with the indicated antibodies was performed to examine the level of pATM (B). RNA FISH with pre-rRNA probes and IF with anti- $\gamma$ H2AX antibody were performed (C) (upper panels). Foci number in each cell was counted (lower panels). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). (D) A working model of the functional interaction between  $\gamma$ H2AX-MDC1 and pre-rRNA mediates DSB-induced foci formation. A positive feedback loop may form between  $\gamma$ H2AX and pre-rRNA. H2AX is phosphorylated by ATM for the recruitment of its functional partner MDC1. Once MDC1 is recruited, it associates with pre-rRNA, which acts as a scaffold to maintain DSB-induced foci (including  $\gamma$ H2AX foci) and recruit downstream factors such as TopBP1 to DSBs. Two-tailed student's *t* test is used to determine statistical significance. \*\*\*,  $p < 0.001$ , versus control groups. Scale bars, 10  $\mu$ m.

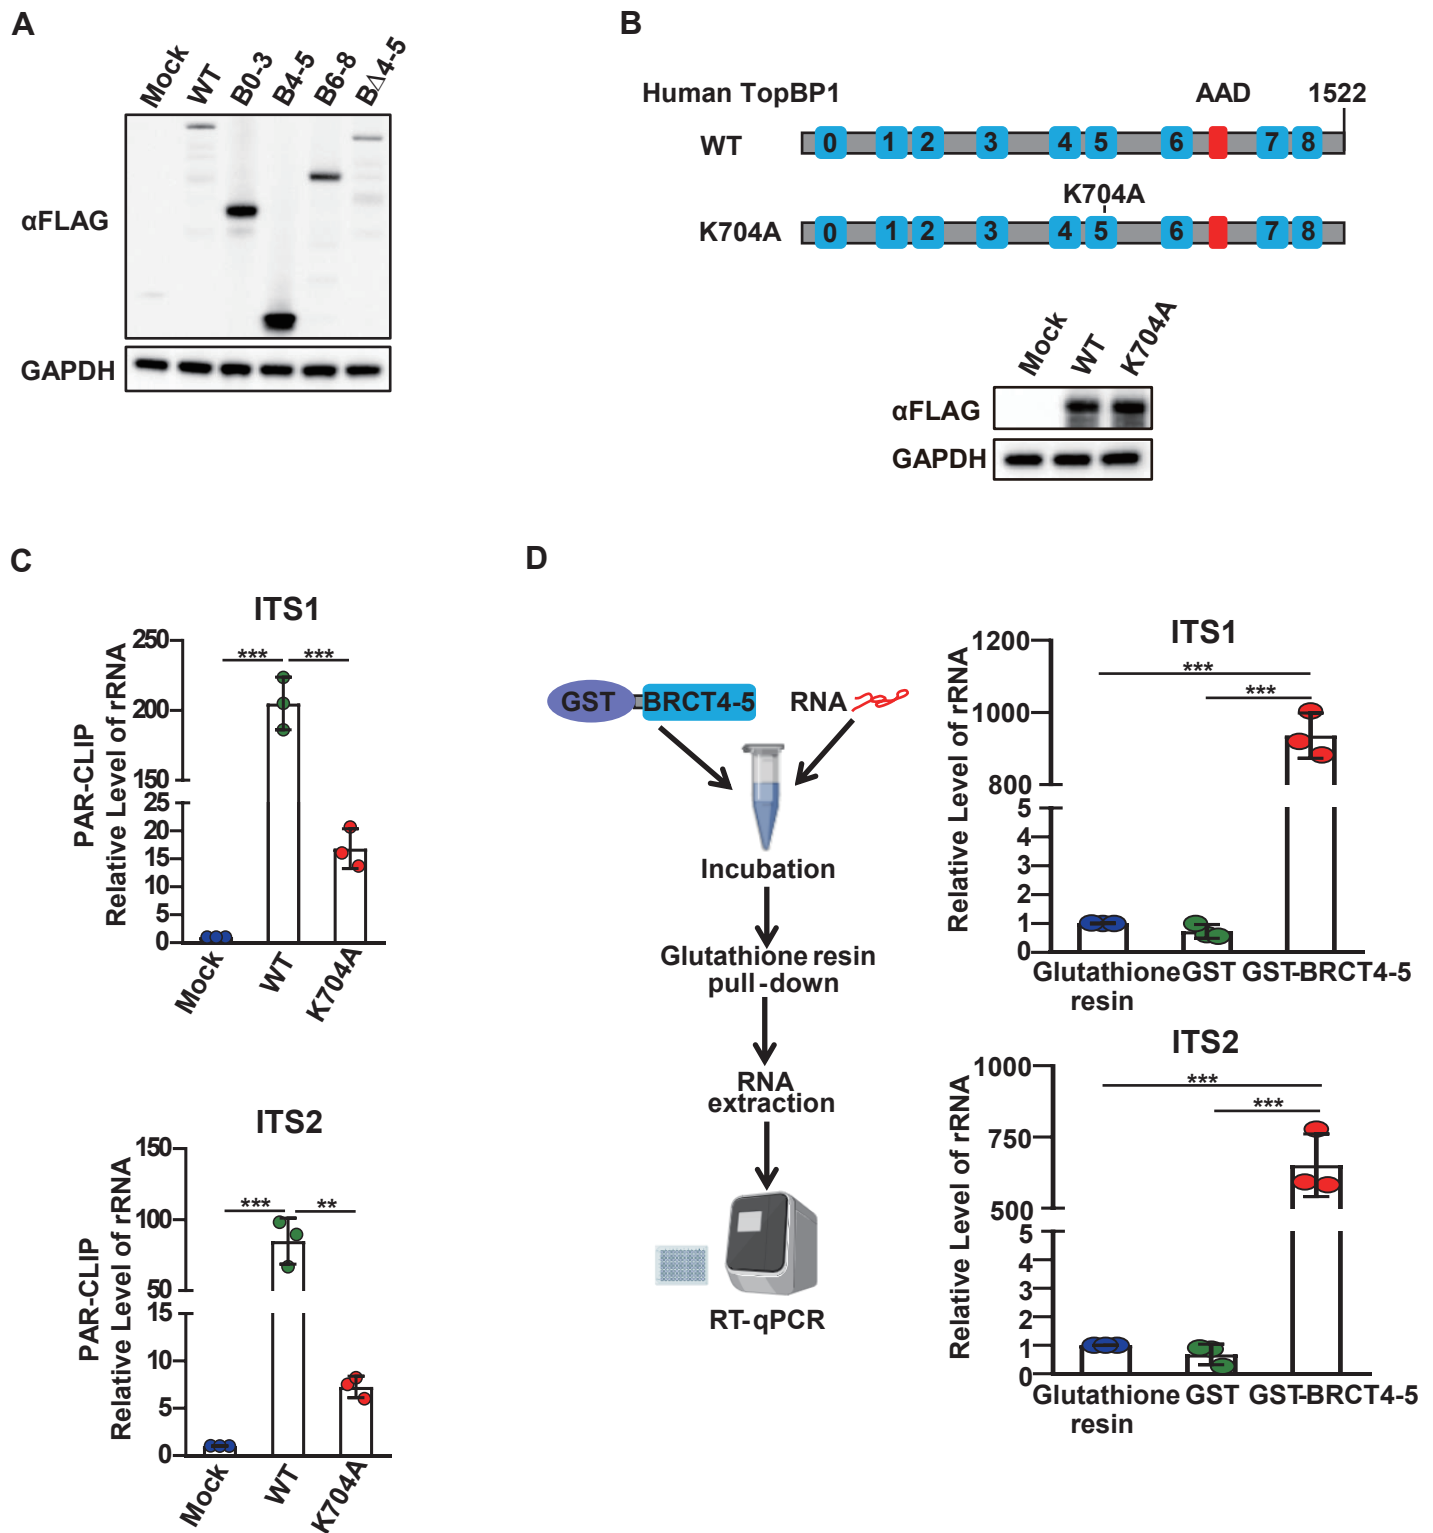

### Supplemental Figure S11. Characterization of the TopBP1–pre-rRNA interaction.

(A) Immunoblotting with the indicated antibodies was performed to examine the SFB-tagged full-length and deletion mutants of TopBP1. (B) Generation of the K704A mutant. The expression of the K704A mutant was examined by Western blotting. (C) The K704A mutation largely impairs the interaction with pre-rRNA. PAR-CLIP assays were performed. The relative levels of pre-rRNA were shown. (D) The BRCT4-5 domain of TopBP1 interacts with pre-rRNA. The procedure of pull down and RT-qPCR assay is shown in the left panels. The enrichment of pre-rRNA is shown in the right panels. Data are represented as means  $\pm$  SD as indicated from three independent experiments. Two-tailed student's *t* test is used to determine statistical significance. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ , versus control groups.

## Supplemental Figure S12

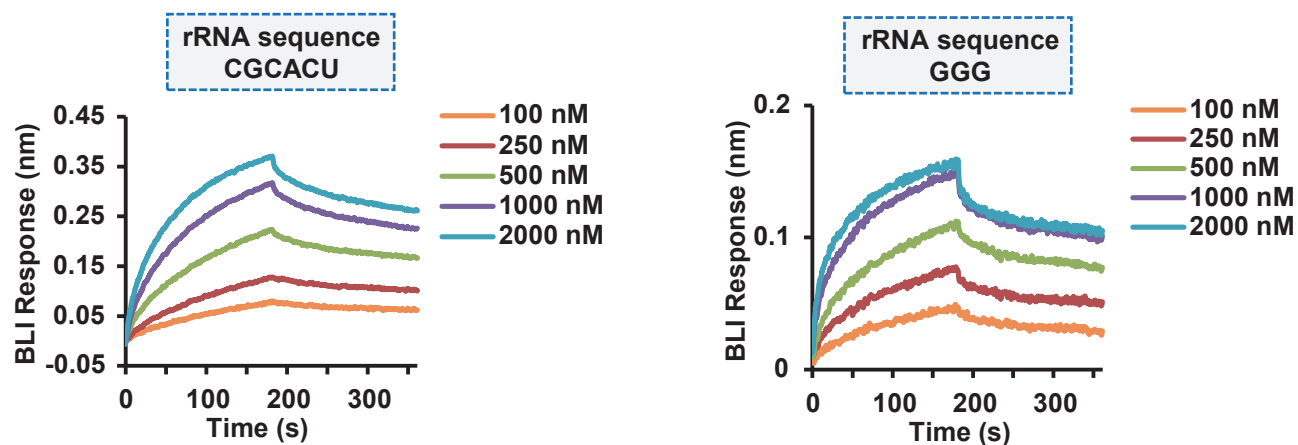

**Supplemental Figure S12. Recombinant TopBP1 BRCT4-5 binds to RNA oligos.** The binding affinity between the recombinant TopBP1 BRCT4-5 and biotin-labeled pre-rRNA oligos was analyzed by BLI.

## Supplemental Figure S13

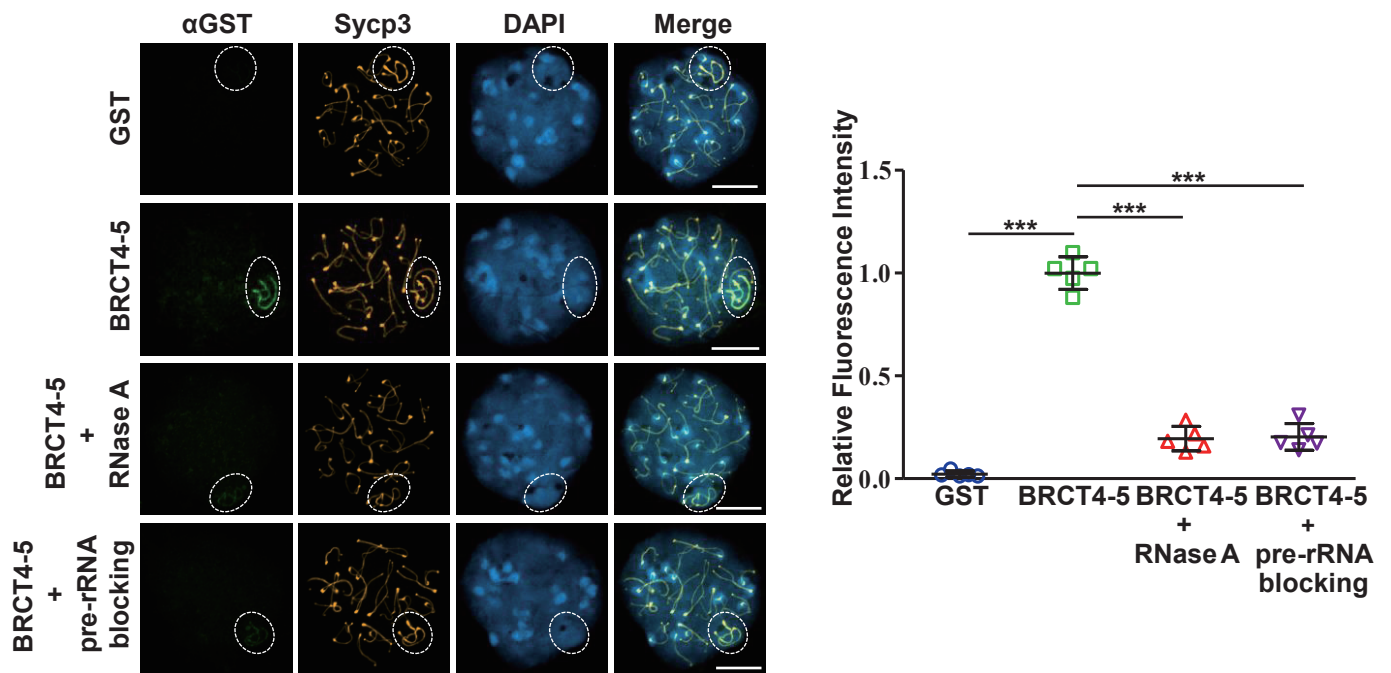

### Supplemental Figure S13. TopBP1 BRCT4-5 recognizes pre-rRNA in the XY body.

Following RNase A treatment or pre-rRNA blocking, protein hybridization assay was performed (left panels). The relative signal intensity of TopBP1 BRCT4-5 in the XY body is statistically analyzed (right panel). Two-tailed student's *t* test is used to determine statistical significance. \*\*\*,  $p < 0.001$ , versus control groups. Scale bars, 10  $\mu$ m.

**A**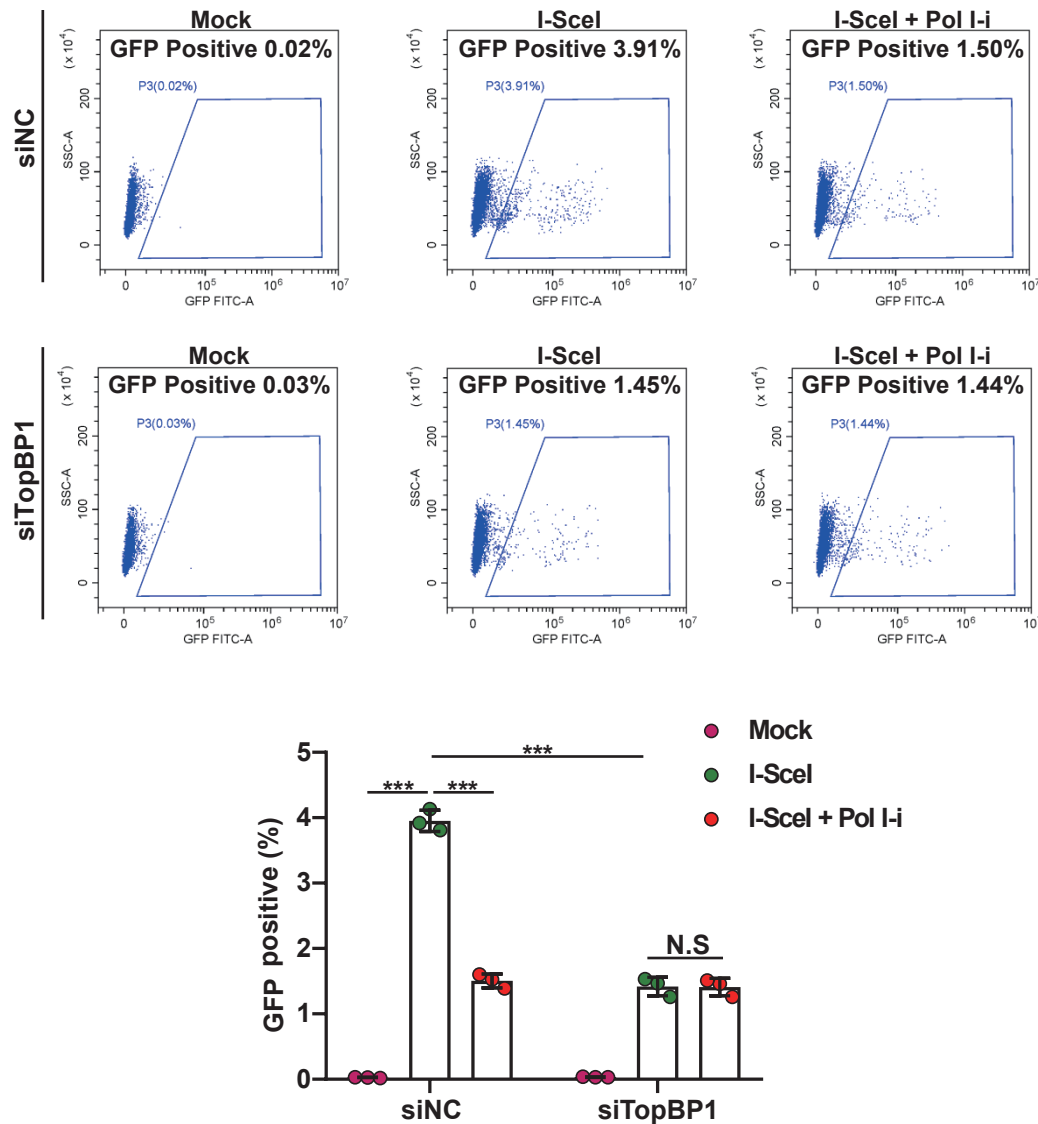**B**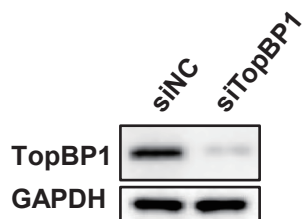

**Supplemental Figure S14. Pre-rRNA regulates TopBP1-mediated HR repair.** (A) Pol I inhibitor treatment suppresses HR repair. First, DR-GFP-U2OS cells were transfected with siNC or siTopBP1 oligos. Then, following Pol I, Pol II or Pol III inhibitor treatment, DR-GFP-U2OS cells were used to measure the HR efficiency, and GFP positive population was examined by flow cytometry (upper panels). The percentage of GFP positive cells was statistically analyzed (lower panel). Data are represented as means  $\pm$  SD as indicated from three independent experiments. (B) siRNA treatment specifically down-regulates the expression of TopBP1. Two-tailed student's *t* test is used to determine statistical significance.\*\*\*,  $p < 0.001$ ; N.S., not significant, versus control groups.

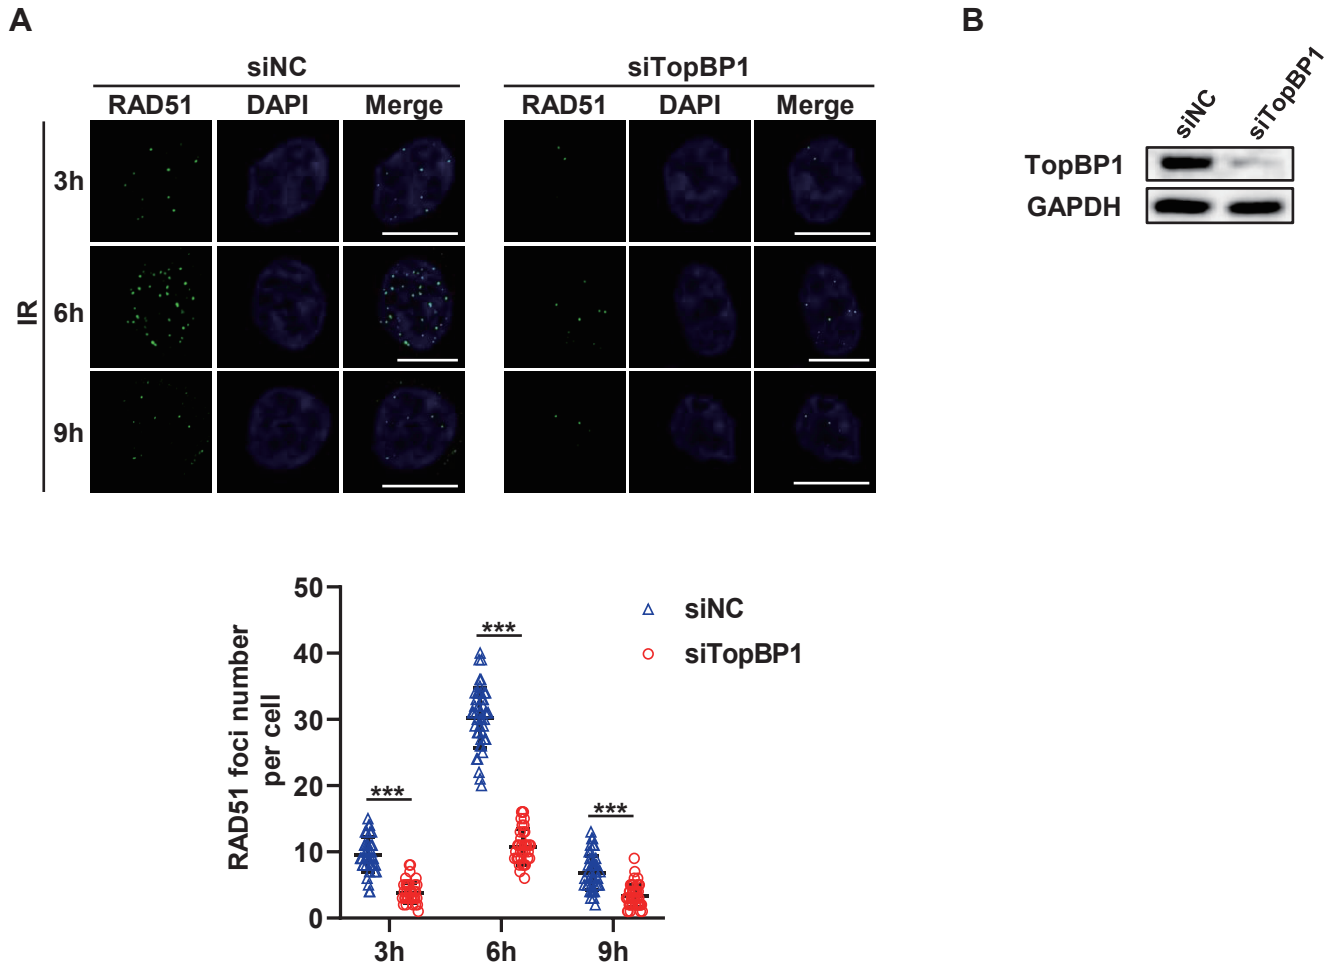

**Supplemental Figure S15. TopBP1 regulates RAD51 recruitment.** (A) TopBP1 depletion reduces IR-induced RAD51 foci formation. HCT116 cells were transfected with siNC or siTopBP1 oligos. 72 hours after transfection, HCT116 cells were treated with 5 Gy of IR. IRIF of RAD51 was examined by anti-RAD51 antibody at 3, 6 and 9 hours after IR (upper panels). The foci number in each cell was counted (lower panel). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). (B) siRNA treatment specifically down-regulates the expression of TopBP1. Two-tailed student's  $t$  test is used to determine statistical significance. \*\*\*,  $p < 0.001$ , versus control groups. Scale bars, 10  $\mu$ m.

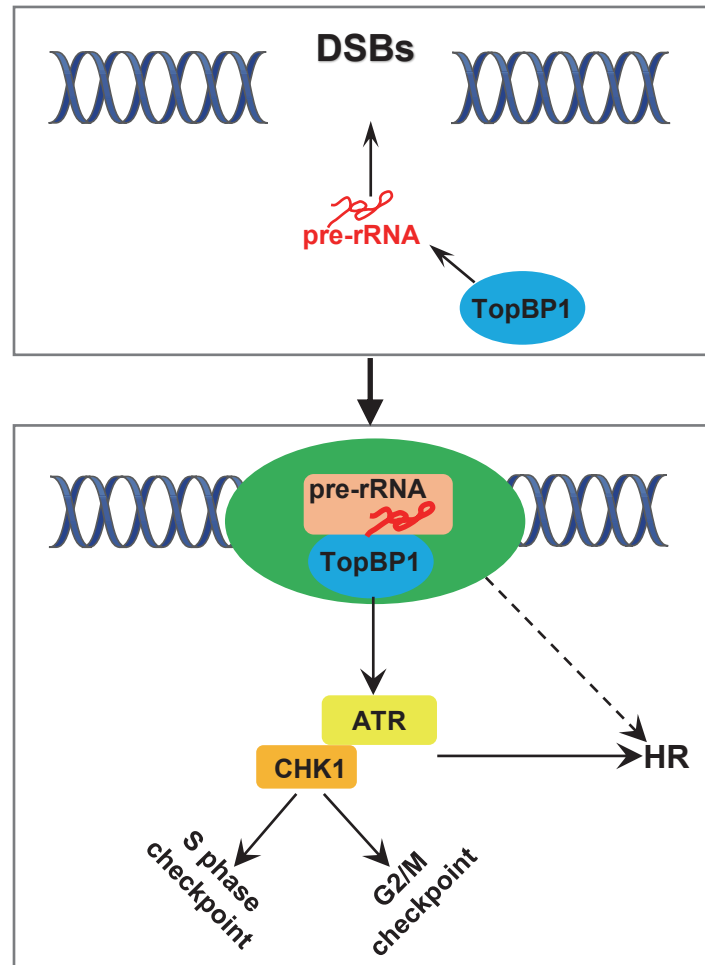

Supplemental Figure S16. A working model of pre-rRNA-mediated functions of TopBP1 during DNA damage response.

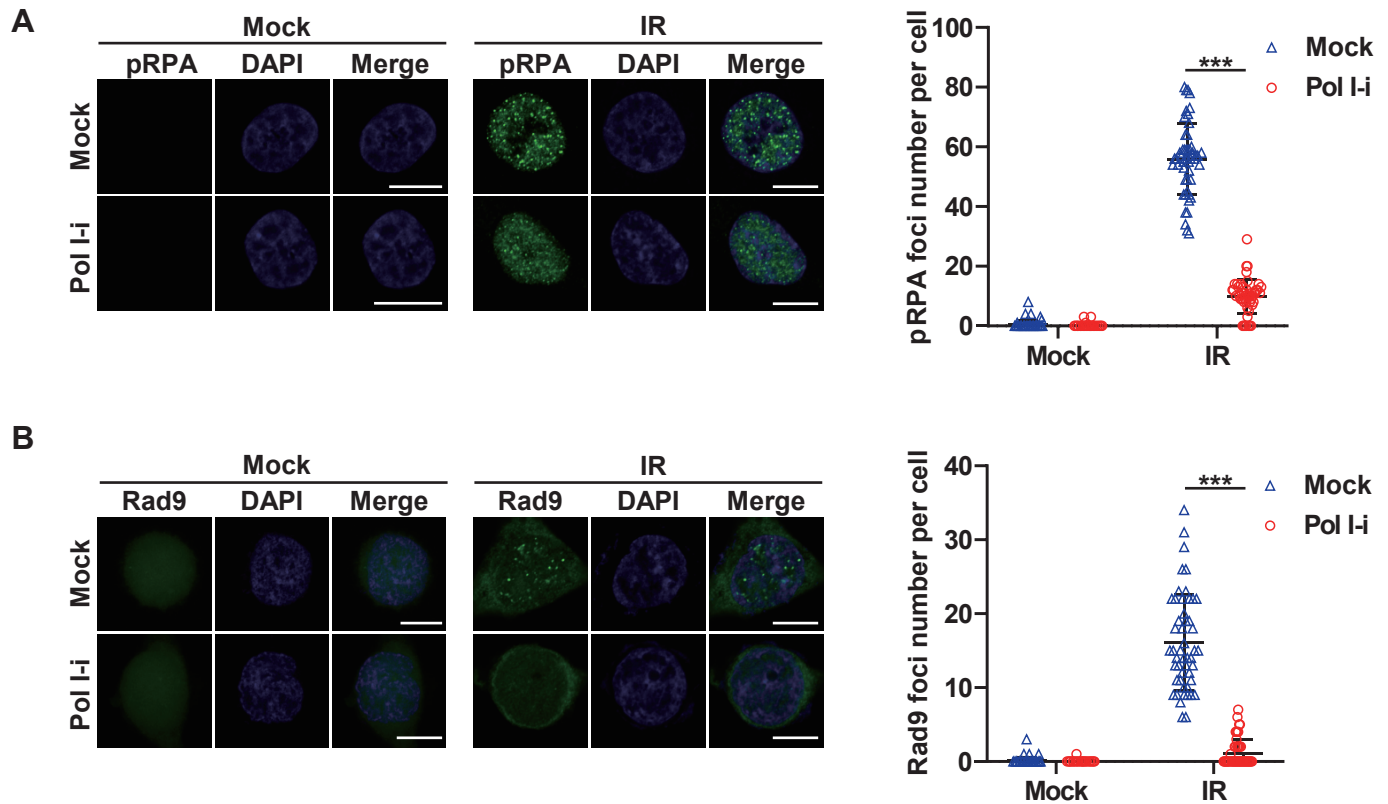

**Supplemental Figure S17. RNA Pol I inhibitor treatment reduces the foci formation of RPA and Rad9.** Following with or without Pol I treatment, HCT116 cells were treated with or without 10 Gy of IR. IRIF of RPA and Rad9 was examined by anti-pRPA (A) and anti-Rad9 antibodies (B) (left panels). The foci number in each cell was counted (right panels). The bars represent the mean values  $\pm$  SD ( $n = 50$  from three independent experiments, per group). Two-tailed student's  $t$  test is used to determine statistical significance. \*\*\*,  $p < 0.001$ , versus control groups. Scale bars, 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

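PAR-CLIP libraries from HEK293T cells were analysed, 2 from SFB-vector and 3 from SFB-TopBP1 purifications. Conditions and replicate numbers were taken from the sample labels, and IR from the paper's methods. The authors trimmed the reads, removed those under 20 nt, aligned them with STAR to a reference of the human rDNA unit, and deposited counts of 2 kinds. The first are the counts per gene that STAR writes, with 45S as the gene, a column for each strand, and the reads that were not aligned, aligned to several places, or outside the annotation. The second are the deposited counts per bin, made with featureCounts version 2.0.1 with multi-mapping reads counted at every place and fragments counted in every bin they overlap. Neither table is normalized. The deposited annotation files gave the regions of 45S.

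The input reads of a library are the sum of all entries of its gene counts, those that name no gene included, because the comparison concerns the share of all reads that 45S takes. Reads that were not aligned made up 29.2% and 38.2% of the vector libraries and 35.1%, 35.7% and 35.8% of the TopBP1 libraries. No read was ambiguous between genes. The stretch between the bins that end at 200 and start at 401 has no bin, so the 5′ETS was summed over 17 bins. All 83 bins passed the minimum of 10 counts summed over the libraries, so this filter removed none, and 82 had at least 10 counts in every library. The strand column with between 98.6% and 99.9% of the 45S reads was taken as sense.

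Groups of single values were compared with two-sided exact permutation tests in scipy 1.17.1 (numpy 2.4.6, pandas 2.3.3, Python 3.11.15). Bins were compared with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood test, Benjamini-Hochberg adjustment and a threshold of 0.05. Library sizes were the input reads in one comparison and the sum of the bin counts in another, both without TMM factors. DESeq2 1.42.0 was an alternative. Neighbouring bins share fragments, and the 15 bins of 5.8S hold largely the same fragments, so bins are not independent and a count of bins is not a count of separate events. The common biological coefficient of variation of the bins was 0.408. The test was tried on simulated data, with counts drawn for the 83 bins from the vector means and the library sizes, a dispersion of 0.05, and 20 bins changed 3-fold. It called all 20 changed bins and 1 unchanged bin. The dispersion fitted to the libraries was 0.166, so the simulated data were less variable than the real ones. Figures were drawn with matplotlib 3.10.9.

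The bins named in the text were chosen by a rule set before the data were examined. They are the highest bin of each region by the mean of the TopBP1 libraries, the 3 bins with the largest rise and the 3 with the largest fall among those past the threshold whose groups of libraries do not overlap, and the bins that hold the 25 nt oligo, the qPCR amplicons and the FISH probes of the paper. Other bins, such as the lowest 28S bin and the bins in which single libraries stand apart, were chosen after their values were seen. Oligos, primers and probes were placed by exact match on RNA45SN1 in GRCh38, and carried to the authors' reference by their distance from the start of the region, which is approximate because the regions differ in length between them (ITS1 1077 bp in the genome copy and 1095 bp in the reference, ITS2 1167 bp and 1155 bp). GC content was read in the same way.

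The alternatives were other denominators, other ways of summing the bins, TMM factors, DESeq2, filters on low bins, bins merged into regions, the replicate number as a block, and each library left out in turn. In the tests of bins, only TopBP1 libraries were left out. The nucleolar and cytoplasmic fractions, the alignments to coding and noncoding RNA, and single read sequences were not analysed here.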

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

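All tests in this part except those of fragment length and of GC content were chosen after the result was seen. The deposited counts of the vector and TopBP1 libraries carry different dates of the counting run. Whether the libraries were prepared or sequenced in different batches is not known, and if they were, as these dates divide them, a batch cannot be told apart from the condition.

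Reads aligned to several places of the 45S reference, on which the paper does not report, made up 6.26% ± 0.106 (SD, n = 3) of the input reads of the TopBP1 libraries and 5.38% ± 0.628 (SD, n = 2) of the vector libraries, and each TopBP1 library lay above both vector libraries (exact permutation test, two-sided p = 0.2). The difference was 0.877 percentage points, which a batch that follows the counting dates, if there was one, leaves open. Shorter fragments would be placed at several positions more often. With 5.8S and its 10 bp bins left out, a mapped read overlapped 0.109 more bins in TopBP1 than in vector, and over all bins 0.0469 more, where the libraries overlapped (exact permutation test, p = 0.4). But multi-mapping reads are counted at every place and raise this value themselves, so the test does not decide. A difference in the RNA that TopBP1 holds stays open and was not tested.

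Reads aligned to the rDNA reference outside the 45S annotation, also not reported in the paper, came to 23.8 ± 1.16 CPM (SD, n = 3) in TopBP1 and 11.8 ± 4.42 (SD, n = 2) in vector, from 470, 440 and 483 reads and from 31 and 65 reads. Each TopBP1 library lay above both vector libraries (exact permutation test, two-sided p = 0.2). Transcripts that read through the end of 45S would also raise the 3′ETS, and the 3′ETS was lower in TopBP1 by a log2 difference of -2.89 in CPM, which argues against that explanation. The difference of 12.0 CPM between the conditions follows the counting dates too, so a batch stays open. Whether these reads come from RNA of the rDNA spacer stays open.

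In 10 bins the share of the 45S counts was higher in TopBP1 than in vector, all of them in 18S and 28S, a comparison the paper does not report. The number was 23 with TMM factors, all in 18S and 28S, and 23 with DESeq2's own size factors, of which 1 was in ITS1 (5528 to 5728) and 1 in ITS2 (7581 to 7780). GC content as the whole cause is argued against. Over the 35 bins of 18S and 28S, the log2 fold change had a Spearman's rho of -0.40 with GC content, short of the 0.5 set beforehand. A line on GC content took up 29.2% of the variance and left an SD of 0.734 around it, against a median standard error of 0.0895 for a bin, with 25 of the 35 bins more than 2 standard errors from the line (14 with DESeq2's own size factors). The 6 pairs of bins with equal GC content, compared after seeing the data, had a median gap of 0.359 in log2 fold change, and the largest gap, 1.47, was between 7935 to 8134 and 10335 to 10534. A part played by GC content stays open. Of the 6 bins over 80% GC, all were lower in TopBP1 by share, while with TMM factors 4 were lower and 1 higher. For the 54 bins that differ in either direction, a batch cannot be told apart from the condition. The binding of TopBP1 to these stretches of 18S and 28S is a further explanation that no test here addresses.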

How the results depend on the processing

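Except for those noted below as added, all alternatives were set before the data were examined. The exact permutation tests cannot reach 0.05 in this design, so with these tests only the direction can be compared between settings.

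The log2 difference in 45S CPM was -0.06. It was reversed for raw 45S counts (2.24), where sequencing depth enters by construction, and ranged from -0.16 without vector replicate 2 to 0.0332 without vector replicate 1 across the 5 settings that each left out a library. Raw counts also reversed the log2 differences of ITS1 (1.84 against -0.46), ITS2 (0.79 against -1.52), the 5′ETS (1.63 against -0.67) and 28S (2.22 against -0.09). For ITS1, the values with a library left out ranged from -0.85 without TopBP1 replicate 2 to -0.0973 without vector replicate 2. For 28S, the values with a library left out ranged from -0.25 to 0.0764 without vector replicate 1. For 5.8S and the 3′ETS, lower in TopBP1, and for 18S, higher in TopBP1, raw counts kept the direction. The difference in spacer share and the ratio of 28S to 18S kept their direction under every alternative run. The difference in spacer share was -0.347 percentage points without the spacer bins that adjoin a mature region, -0.183 as counts per bp, where the libraries overlapped, and -0.980 with each mapped read counted once in the denominator, an alternative added after seeing the data that mainly changes the unit, since a mapped read has from 2.44 to 2.55 bin counts. The other added alternative, 5.8S as the highest of its bins in each library, also kept the direction. Per bp, 5.8S stood above 18S and 28S in vector replicate 2, because its fragments are counted in many bins. The overlap as counts per bp thus does not reflect region length alone.

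Counted per bp of region, the shares in the TopBP1 libraries moved by more than the spread between replicates for all regions but the 5′ETS (0.478% against 0.534%), to 55.5% for 18S, 40.3% for 28S and 0.812% for the spacers. Leaving out a TopBP1 library moved the mean rho between TopBP1 profiles between 0.988 and 0.989. Leaving out a vector library does not enter these values.

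The number of bins that differed per input read was 56 (11 higher and 45 lower in TopBP1). With TMM factors, and again with DESeq2's own size factors, 23 were higher and 29 lower. Of the 52 called with either, 40 had been called in the same direction. The share of higher bins among the calls rose from 19.6% to 44.2%. Bins merged into the 7 regions gave 4 calls, 1 higher and 3 lower, because fewer features were tested. The higher region was 18S (log2 fold change 0.33, adjusted p = 0.0043 in edgeR's test). The lower were 5.8S (-4.15, adjusted p = 0.0043), ITS2 (-1.54, adjusted p = 0.0043) and the 3′ETS (-2.90, adjusted p = 0.00026) in the same test. The 5′ETS, ITS1 and 28S were not called (adjusted p = 0.177, 0.462 and 0.453 in edgeR's test). Across the 3 fits that each left out a TopBP1 library, 43 to 46 bins were called, 6 to 7 of them higher and 37 to 39 lower, and 6 were higher without replicate 1 and without replicate 3. For the share of the 45S counts, 54 bins differed (10 higher and 44 lower). TMM factors and DESeq2's own size factors again gave 23 higher and 29 lower, of which 39 had been called in the same direction, and the share of higher bins rose from 18.5% to 44.2%. The merged regions gave 4 calls, 1 higher (18S) and 3 lower (5.8S, ITS2 and the 3′ETS). Leaving out a TopBP1 library gave 45 to 47 calls, 8 to 9 higher and 37 to 38 lower. DESeq2 with the same library sizes called 61 bins per input read and 62 by share, and the filters on low bins gave from 52 to 56. The bins were not tested with a vector library left out, since this leaves 1 vector library without a replicate.

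With the replicate number as a block, 36 bins differed per input read, 4 higher and 32 lower, and 2 bins by share, 0 higher and 2 lower (8 higher and 36 lower at an unadjusted p under 0.05). The numbers are not shown to pair the libraries. The correlation of the deviations from the group means between libraries of the same number was 0.04 for replicate 1 and 0.11 for replicate 2, and the paper and the labels name nothing that libraries of one number share.

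Of the bins named by region or oligo, 4 reversed for some setting. The 5′ETS bin 3001 to 3200 was at a log2 fold change of 0.33 with TMM factors and 0.64 with DESeq2's own size factors, in both comparisons. The ITS1 bin 5528 to 5728, which holds part of the paper's ITS1 amplicon, was at 0.36 and 0.72, and with DESeq2's own size factors it was called higher in TopBP1 (adjusted p = 0.0225 in DESeq2's test, against adjusted p from 0.215 to 0.731 in its other settings). The same factors left the ITS1 bin 5729 to 5928 at 0.0369, with no call. Across the fits that each left out a TopBP1 library, the ITS1 bin 6529 to 6622 ranged from -1.30 without replicate 2 to 2.04 without replicate 3 per input read, and from -1.32 to 2.03 by share. It was highest with DESeq2's own size factors (2.73), with no call in any setting. The other named bins that reversed did so only with TMM factors or DESeq2's own size factors. These factors raised the log2 fold changes of all named bins by similar amounts. Per input read, TMM factors moved 4258 to 4457 from 0.99 to 1.72 and 13170 to 13269 from -4.45 to -3.72. These reversals thus follow from the scaling. Counted over the settings of all results outside the main comparisons, 380 gave the same result, 42 a weaker one, 5 moved and 15 reversed. Depth limits the 3′ETS most, where the TopBP1 libraries had between 323 and 437 counts.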

Differences from the paper's values

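Figure 1B of the paper shows the total sequencing amount on 45S in TopBP1 at about 4.9 relative to vector, read by eye. Scaled to input reads, the ratio was 0.958 here. Of the alternatives set before the data were examined, the raw 45S counts gave 4.73, which does not differ from the paper's value. The other alternatives did not close the gap (from 0.896 without vector replicate 2 to 1.02 without vector replicate 1).

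For the share of 5.8S among the 45S reads of TopBP1, Figure S2B shows about 0.032%, read by eye, and the bin counts gave 0.174%. None of the alternatives set before the data were examined closed the gap: pooled counts gave 0.174%, counts per bp 3.42%, and leaving out a TopBP1 library from 0.172% to 0.177%. With 5.8S as the highest of its bins in each library, chosen after seeing the values, the share was 0.0130%, which lies below the paper's value. But that total still counts reads of the other regions in every bin they overlap, with 2.51 to 2.55 bin counts per mapped read. The value thus understates a share of reads and does not decide whether a gap remains.

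For the share of the spacers, Figure S2B shows about 1.2%, read by eye, and the TopBP1 libraries gave 0.652% here. Counted per bp of region, the share was 0.812%, which is within 1.5 times the paper's value. The same setting opened gaps in other regions of that figure. It gave 55.5% for 18S and 40.3% for 28S, where the figure shows about 34% and 65%, read by eye. The bin counts gave 33.5% and 65.7% there. With the other alternatives the spacer share was 0.652% for pooled counts and from 0.578% to 0.702% with a TopBP1 library left out, and the gap stayed.

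The paper labels the y axis of the distribution in Figure S2B as CPM. The heights read from it by eye, about 2300000 for the highest 28S bin, about 1800000 for the highest 18S bin and about 45000 for the highest 5′ETS bin, match the mean raw counts of the TopBP1 libraries, which were 2369355, 1775158 and 45162.

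The paper states that the 25 nt oligo derives from the reads found most often in PAR-CLIP. The bins that hold it, of 10 bp, had mean counts of 3957 to 4112 in the TopBP1 libraries, against 2369355 in the highest bin, of 200 bp. Single reads were not analysed, so the sequences found most often were not ranked. The paper describes rRNA as specifically recognized by TopBP1 relative to vector, and 45S took 58.2% of the input reads in TopBP1 and 60.9% in vector. The paper describes pre-rRNA as enriched by TopBP1, relative to the cytoplasmic fraction, and relative to vector the spacer share was lower, at 0.652% against 1.06%. Shares within a library do not measure how much RNA was recovered. The paper also reports RT-qPCR of ITS1 and ITS2 against empty vector (Figure 4A) and IgG (Figure 1D), which these shares do not address.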

Other observations

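The tests of reads at the edges of mature regions, of antisense reads in the spacers and of low counts were chosen before their results were seen, and the other tests in this part after.

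As a hypothesis, the higher number of 45S reads in TopBP1 may follow from sequencing depth. The mean input reads stood at a ratio of 4.92 between TopBP1 and vector, against 4.73 for the 45S reads. The reads that were not aligned to 45S rose as well, by a ratio of 5.12. They are nearly the rest of the input reads, so this ratio is no separate test of a preferential recovery of 45S RNA. Per input read, the 45S ratio was 0.958, so no higher share of 45S was seen in TopBP1. It ran from 0.896 without vector replicate 2 to 1.02 without vector replicate 1, so a small preference is not decided. A higher yield of all RNA in the TopBP1 purification cannot be told apart from a choice of depth in the sequencing run. The lowest TopBP1 library had 4.46 times the input reads of the highest vector library, and no table records the RNA yield. The biological reading, that TopBP1 holds more RNA than the tag alone, stays open for that reason.

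The share of 45S reads on the antisense strand was 1.36% ± 0.0735 (SD, n = 2) in vector and 0.103% ± 0.0101 (SD, n = 3) in TopBP1, with no overlap (exact permutation test, two-sided p = 0.2). In number, 30429 and 35027 antisense reads were counted in vector and 13027, 11560 and 10503 in TopBP1, in spite of the lower depth of vector. Genomic DNA spread evenly over the rDNA unit is argued against, since the 3′ETS of the vector libraries held 34.6% of the counts that such DNA would need there. Reads outside the 45S annotation numbered 31 and 65 in vector. A library batch that follows the counting dates, if there was one, cannot be told apart from the condition (difference -1.26 percentage points), and what RNA or step gives these reads stays open.

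The spacer share was higher in vector than in TopBP1. Reads that run over the edge of a mature region are argued against as the cause, since the difference was still -0.347 percentage points, against -0.406, without the spacer bins that adjoin one. Antisense reads in vector cannot be told apart from spacer RNA. Spread evenly over 45S they would give 1.41 times the excess of spacer counts in vector, but an even spread is at odds with the low 3′ETS counts, and the bins do not record the strand. A background of pre-rRNA on the beads stays open and was not tested.

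The 5.8S counts fell in TopBP1 in spite of the higher depth. The highest count of any 5.8S bin, which fell in different bins in different libraries, was 5002 and 25616 in the vector libraries and 3987, 4186 and 4187 in the TopBP1 libraries, and the mean of TopBP1 was 0.269 times that of vector. Depth is argued against, since it would raise the counts. The vector replicates stood apart by 5.12 times in this highest count, so the region varies between libraries of one condition. The selection of fragment length in the library preparation may act on an RNA as short as 5.8S, but no table records fragment length, so this cannot be told apart from a loss of 5.8S in the purification.

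In 4 bins, all in the 5′ETS and ITS1, one TopBP1 library had more than 3 times the count of the next. They were chosen after their values were seen. Replicate 2 had 22663 counts at 6529 to 6622 against at most 1208, a ratio of 18.8. Replicate 3 had 45394 counts at 801 to 1000 against at most 2761. Replicate 1 had 6073 counts at 401 to 600 against at most 1183, and 2260 at 6129 to 6328 against at most 633. Low counts are argued against as the cause, since the smallest excess was 30.2 times its counting error. Copies of a few fragments made in PCR would give such bins, but the tables do not record read ends, so they cannot be told apart from many fragments of different ends. No biological explanation was tested, as the libraries are replicates of one condition.

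As a hypothesis in line with the bias that the paper raises, GC content may shape the counts along 28S. The rho of GC content and counts per bp over the 28S bins was -0.78 in the TopBP1 library with the weakest value, and the vector libraries had -0.87 in both. In 18S the weakest value was 0.14 over 10 bins with GC contents from 42.9% to 65.5%, which are too few and too alike to tell.

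The ITS1 and ITS2 amplicons of the paper's RT-qPCR lie on chromosome 21 of GRCh38 from 8438903 to 8439053 and from 8440138 to 8440304 in RNA45SN1. In the PAR-CLIP libraries, the bins that hold the ITS1 amplicon, 5528 to 5728 and 5729 to 5928, had 400 ± 28.1 and 138 ± 43.0 CPM (SD, n = 3) in TopBP1 and 516 ± 116 and 287 ± 104 (SD, n = 2) in vector. This direction depends on the scaling, since DESeq2's own size factors put both bins higher in TopBP1. The bins that hold the ITS2 amplicon, 6780 to 6980 and 6981 to 7180, had 198 ± 22.8 and 71.8 ± 2.73 (SD, n = 3) in TopBP1 and 670 ± 259 and 374 ± 125 (SD, n = 2) in vector. The ITS1 FISH probe lies from 8438737 to 8438764, over the end of 18S and the first 20 bases of ITS1, and the ITS2 probe from 8440021 to 8440045 within ITS2.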
